# Reciprocal inhibition between TP63 and STAT1 regulates anti-tumor immune response through interferon-γ signaling in squamous cancer

**DOI:** 10.1038/s41467-024-46785-9

**Published:** 2024-03-20

**Authors:** Yuan Jiang, Yueyuan Zheng, Yuan-Wei Zhang, Shuai Kong, Jinxiu Dong, Fei Wang, Benjamin Ziman, Sigal Gery, Jia-Jie Hao, Dan Zhou, Jianian Zhou, Allen S. Ho, Uttam K. Sinha, Jian Chen, Shuo Zhang, Chuntong Yin, Dan-Dan Wei, Masaharu Hazawa, Huaguang Pan, Zhihao Lu, Wen-Qiang Wei, Ming-Rong Wang, H. Phillip Koeffler, De-Chen Lin, Yan-Yi Jiang

**Keywords:** Transcriptional regulatory elements, Immunosurveillance, Tumour immunology

## Abstract

Squamous cell carcinomas (SCCs) are common and aggressive malignancies. Immune check point blockade (ICB) therapy using PD-1/PD-L1 antibodies has been approved in several types of advanced SCCs. However, low response rate and treatment resistance are common. Improving the efficacy of ICB therapy requires better understanding of the mechanism of immune evasion. Here, we identify that the SCC-master transcription factor TP63 suppresses interferon-γ (IFNγ) signaling. TP63 inhibition leads to increased CD8^+^ T cell infiltration and heighten tumor killing in in vivo syngeneic mouse model and ex vivo co-culture system, respectively. Moreover, expression of TP63 is negatively correlated with CD8^+^ T cell infiltration and activation in patients with SCC. Silencing of TP63 enhances the anti-tumor efficacy of PD-1 blockade by promoting CD8^+^ T cell infiltration and functionality. Mechanistically, TP63 and STAT1 mutually suppress each other to regulate the IFNγ signaling by co-occupying and co-regulating their own promoters and enhancers. Together, our findings elucidate a tumor-extrinsic function of TP63 in promoting immune evasion of SCC cells. Over-expression of TP63 may serve as a biomarker predicting the outcome of SCC patients treated with ICB therapy, and targeting TP63/STAT/IFNγ axis may enhance the efficacy of ICB therapy for this deadly cancer.

## Abstract (web summary)

TP63 is a master regulator transcription factor in squamous cell carcinomas (SCCs). Here the authors report that TP63 suppresses IFNγ signaling in SCC tumors and that its inhibition is associated with enhanced anti-tumor immunity and response to anti-PD1.

## Introduction

Squamous cell carcinomas (SCCs) are collection of aggressive malignancies emerging from various epithelial tissues, such as esophagus, lung, and head and neck. SCCs cause more than 1 million cancer-related deaths worldwide each year^1,2^ and there is a lack of effective targeted therapies for SCC patients.

In recent years, immunotherapy has shifted the paradigm of the clinical management of cancer patients. In particular, immune checkpoint blockade (ICB) therapy targeting the PD-1/PD-L1 pathway has achieved clinical success in many cancer types, including SCCs^3–12^. However, as with other cancer types, only a minority of SCC patients (20–40%) exhibit a durable response. In particular, patients who display an “immune-cold” immunophenotype (limited intra-tumoral infiltration of immune cells) are often nonresponsive or resistant to anti-PD-1/PD-L1 agents^13–15^. Although several studies have analyzed the immune profiles and heterogeneity of SCC tumor microenvironment (TME) using mouse models and human patient samples^7,16–21^, the underlying mechanism of immune evasion remains to be explored. Understanding the theoretical basis of immune evasion may identify predictive biomarkers and potential drug targets for the development of more effective immunotherapeutic strategies.

TP63 is a recognized master regulator transcription factor (TF) in SCCs. We and others have reported copy number alterations and over-expression of *TP63* in SCCs^22–26^. In addition, our previous work has established the fundamental role of TP63 in promoting SCC development by regulating hundreds of super-enhancers in an SCC-specific manner^27–29^. Nevertheless, most of prior work on TP63 has been focused on its tumor-intrinsic functions. Whether and how this TF regulates cancer biology in a non-tumor cell autonomous manner is unclear.

Here, our unbiased analyses of both SCC patient samples and cell lines identify the interferon-γ (IFNγ) signaling as the most significantly enriched pathway suppresses by TP63 uniquely in SCCs. Elevated infiltration of CD8^+^ T cell and enhanced tumor killing effect are observed in both SCC patients and syngeneic murine SCC tumors with low expression of *TP63*. Given the prominent and indispensable role of IFNγ signaling for anti-tumor immunity^30,31^, we hypothesize that over-expression of TP63 promotes resistance to ICB therapy. Indeed, TP63 suppression enhances the efficacy of immunotherapy against SCCs. Finally, we report a reciprocal inhibition between TP63 and STAT1 at the transcription level, which determines anti-tumor immune response of SCC cells by regulating the IFNγ signaling. This study reveals a central regulator of anti-tumor immunity in SCC tumors, provides a potential strategy to turn “immune-cold” SCC tumors into “hot” ones, and suggests TP63 as a candidate biomarker of immune-cold tumor for predicting immunotherapy outcome in SCC patients.

## Results

### TP63 suppresses the IFNγ signaling pathway in SCC tumors

Our previous studies have established TP63 as an SCC-specific master regulator TF^27,28,32^, and the specific expression profile of *TP63* in SCCs was validated at the pan-cancer level using RNA-seq data of human tumor samples from The Cancer Genome Atlas (TCGA) (Supplementary Fig. 1A). To explore biological processes associated with *TP63* expression in SCC patient samples, we interrogated RNA-seq data of 1077 patients and 112 cell lines (data were from TCGA and The Cancer Cell Line Encyclopedia (CCLE), respectively) representing three common types of squamous cancers, including lung squamous cell carcinoma (LUSC), head and neck squamous cell carcinoma (HNSC) and esophageal squamous cell carcinoma (ESCC). These SCCs have unified pathological and molecular features specific to squamous cell lineage. Consistent with the oncogenic role of TP63 in SCC, genes positively correlated with *TP63* expression were enriched in cancer-promoting hallmark pathways, including E2F targets, G2M checkpoint, MYC targets and mTOR signaling pathways (Supplementary Fig. 1B). Strikingly and unexpectedly, almost all enriched hallmarks negatively correlated with *TP63* expression were related to immune response functions, particularly Interferon-γ (IFNγ) and Interferon-α (IFNα) responses, which were top ranked (Fig. 1A). The anti-correlation was also validated by our in-house and public RNA-seq data in the presence or absence of *TP63* knockdown in multiple different SCC cell lines (Fig. 1B). This concordant result suggests that TP63 not only is negatively associated with IFNγ and IFNα signaling, but also functionally suppresses these pathways. Moreover, such negative correlation was only found in SCCs but none other cancer types, suggesting its specificity (Supplementary Fig. 1C).

**Fig. 1:**
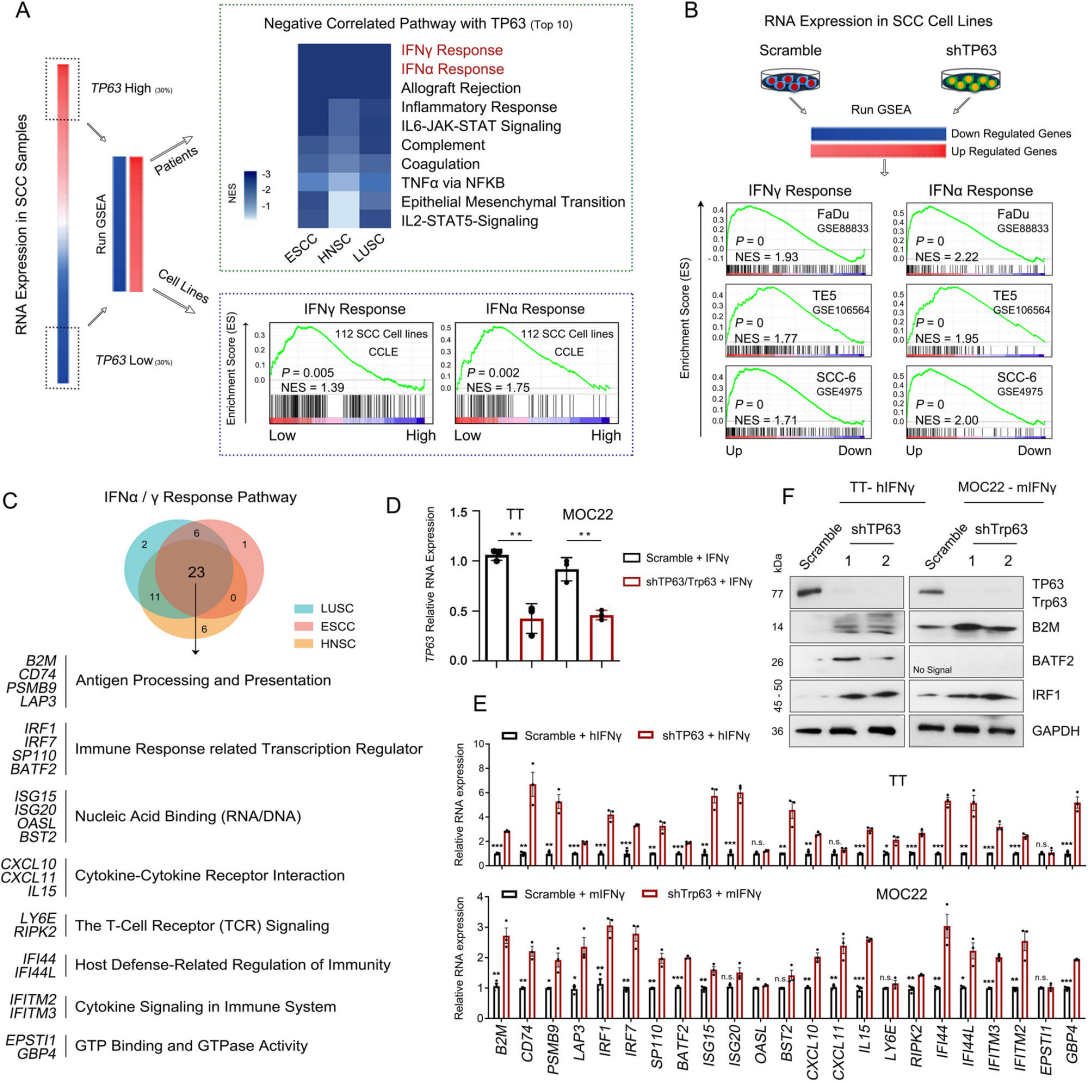
TP63 suppresses IFNγ response signaling in SCC tumors. **A** Scheme of RNA-seq analysis in SCC primary tumors and cell lines. Right upper: Hallmark pathway enrichment analysis showing the top 10 pathways that are negatively correlated with the expression of *TP63*. Right lower: gene set enrichment analysis (GSEA) plots revealing significant enrichment of IFNγ and IFNα response pathways in *TP63*-low expressed SCC cells. Data were from TCGA (*n* = 1077) and CCLE (*n* = 112), respectively. ESCC: esophageal squamous cell carcinoma; HNSC: head and neck squamous cell carcinoma; LUSC: lung squamous cell carcinoma. **B** GSEA revealing significant enrichment of upregulated genes in IFNγ and IFNα response pathways upon knockdown of *TP63* expression in 3 SCC cell lines. RNA-seq data were from in-house (GSE106564) and public datasets (GSE88833 and GSE4975). **C** Venn diagram representing TP63 negatively regulated IFNα/γ response genes in three types of SCCs. 23 overlapped ISGs are listed below. **D**, **E** qRT-PCR analysis showing relative mRNA levels of *TP63* (**D**) and the 23 ISGs (**E**) in human (TT) and murine SCC (MOC22) cells expressing non-targeting control (Scramble) or *TP63*-targeting shRNA (sh*TP63*) pulsed with IFNγ (100 ng/mL) for 48 h. Data represent mean ± SD, *n* = 3 biologically independent experiments. **F** Western blotting analysis showing the protein levels of TP63 and representative ISGs of **E** in TT and MOC22 cells expressing non-targeting control (Scramble) or *TP63*-targeting shRNA (sh*TP63*) pulsed with IFNγ (100 ng/mL) for 48 h. The results were repeated with three biologically independent experiments in two cell lines. Source data and exact *P* values for Fig. 1D–F are provided as a Source Data file.

We next closely inspected enriched genes in both IFNγ and IFNα signatures that were negatively correlated with *TP63* expression, noting that almost half of them (46.9%, 23/49) were shared across three types of SCCs. These 23 IFN-stimulated genes (ISGs) included antigen processing and presentation factors (*B2M, CD74, PSMB9, LAP3*), immune response-related transcription regulators (*IRF1, IRF7, SP110, BATF2*), chemokines and cytokines (*CXCL10, CXCL11, IL15*) (Fig. 1C and Supplementary Fig. 1D, E). To mimic IFN conditions in the tumor microenvironment (TME), we added IFNγ exogenously in SCC cells since (i) IFNγ pathway is the most significant pathway negatively regulated by TP63, (ii) IFNγ receptors (IFNGR1, IFNGR2) have higher expression than IFNα receptors (IFNAR1, IFNAR2) in SCC cells. As anticipated, most of ISG genes were significantly elevated following *TP63* knockdown in the presence of IFNγ (Fig. 1D, 1E and Supplementary Fig. 1F). As a validation, protein upregulation of representative ISGs was also detected, such as B2M, BATF2 and IRF1 (Fig. 1F). These results suggest that TP63 suppresses the IFNγ signaling and the expression of ISGs in an SCC specific manner.

### TP63 inhibits CD8^+^ T cell infiltration and activation in murine SCC models

Given the prominent and essential role of IFNγ signaling in anti-tumor immunity, we hypothesized that over-expression of TP63 facilitates immune evasion of SCC cells by suppressing the IFNγ signaling pathway. To test this hypothesis in vivo, we employed syngeneic murine SCC models and established allografts in immuno-competent C57BL/6 J mice. To analyze the abundance of immune cells in the TME, excised tumors were dissociated into single cells and CD45^+^ cells were enriched using anti-CD45 antibody-coated microbeads, followed by the analyses using either single-cell RNA sequencing (scRNA-seq) or flow cytometry (Fig. 2A, B).

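Trp63, which encodes the squamous transcription factor p63 and was the target of the shRNA, gave 13 unique molecular identifiers (UMIs) in 3 barcodes of the Scramble library and 0 UMIs in the shTrp63 library. Among the cells kept for analysis, a Trp63 UMI was found in 2 of 854 Scramble cells and in 0 of 1057 shTrp63 cells, which allows a share of cells with a UMI of up to 0.284%. Krt14, a keratin of basal squamous epithelium, gave 1166 UMIs in 5 Scramble barcodes and 17 UMIs in 6 shTrp63 barcodes, so the CD45 enrichment left few tumor cells and these counts do not check the knockdown. Trp63 (ENSMUSG00000022510) lies on chromosome 16 of GRCm38 from 25683763 to 25892102. The allografts sequenced were of MOC22, a mouse oral squamous carcinoma line that carried a Dox-inducible non-targeting shRNA (Scramble) or Trp63 shRNA (shTrp63). Dox was given at 2 mg/mL from day 10 after implantation. Each condition was 1 library made with the 10x Genomics Chromium droplet system from the pooled CD45+ cells of 4 tumors of 4 mice. With 1 library per condition there are no replicates and cells are not replicates, so no test was run. Values in square brackets are 95% intervals that cover counting error only. For gene and list values they treat each UMI as an independent draw, so they do not cover which cells were sampled. Sample labels and text differ on some points. The labels name the perturbation both a knockout and a knockdown, where the paper used an inducible shRNA; they give an age of 10 weeks, where the methods give 6 weeks for the allograft experiments and 6 to 12 weeks for mice in general. The methods place an end point 20 days after cell injection, whereas Fig. 2A marks 20 days after Dox was started. The authors deposited raw UMI counts per gene and barcode, made with Cell Ranger 7.0.0 against mm10 according to the methods and the submitters' processing notes. The Scramble library held 1145 barcodes and 13090752 UMIs, and the shTrp63 library 1434 barcodes and 9869531 UMIs. The cell filter of the methods (at least 800 UMIs, 200 to 8000 genes and at most 10% mitochondrial UMIs) left 854 and 1057 cells, the numbers the paper reports. Their median depth was 10926.5 UMIs and 3145.5 genes in Scramble and 7916 UMIs and 2658 genes in shTrp63, a gap that bears on shares of cells with a UMI. Malat1, a nuclear RNA, had no UMI in 8.67% of the Scramble cells and 16.7% of the shTrp63 cells, and these droplets held a median of 1827 and 1260 UMIs. Scrublet called 3 and 1 doublets, too few to take doublets as removed, and these cells were kept. The libraries were integrated by anchors and clustered in Seurat with the settings of the methods. The main settings, the markers that named the clusters, the gene lists and the rule for named genes were fixed before the data were examined. For gene values, raw UMIs were summed over the cells of a class in each library and given as CPM, that is, scaled to the same total of UMIs for each class and library; a ratio is shTrp63 over Scramble. A gene with at least 20 UMIs over both libraries is called higher at a ratio of at least 1.5 and lower at its inverse, which is a rule of size and not a test. A gene list is described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size matched on expression; a percentile of 0 or 100 means that no random list lay below or above it.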

**Fig. 2:**
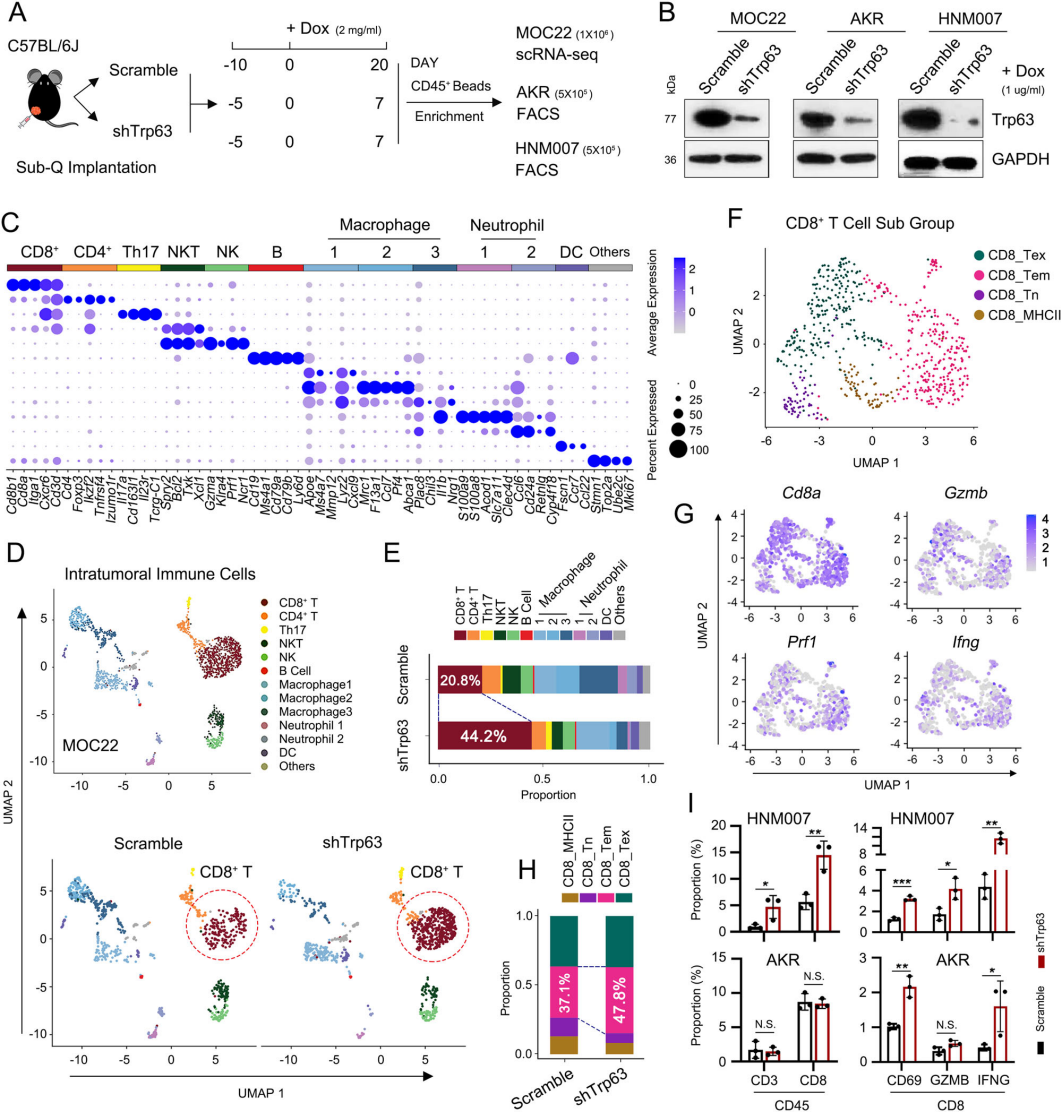
TP63 suppresses CD8^+^ T cells infiltration and activation in immune-competent murine SCC models. **A** Schematic graph of the in vivo syngeneic experiments. **B** TP63 expression assessed by western blotting in murine SCC cell lines transduced with Dox-inducible *Trp63* shRNA. The similar results were repeated in three biologically independent cells. **C** Dotplot showing the expression levels of representative marker genes across each immune cell type. For scRNA-seq experiment, each group included 4 tumors from 4 mice, which were combined and dissociated into single cells capture. A total of 1911 CD45^+^ immune cells were analyzed. **D** UMAP plots of the clustering of 1911 cells from 854 Scramble and 1,057 *Trp63* knockdown cells, showing all the intratumoral immune cells (upper) or the immune cells in either Scramble or sh*Trp63* MOC22 tumors (bottom). **E** The proportion of each immune cell type in the Scramble and *Trp63* knockdown tumors. **F** UMAP plots showing the subgroups of 645 CD8^+^ T cells from Scramble and sh*Trp63* MOC22 tumors. **G** The expression levels of canonical markers for each cell cluster. **H** The proportion of CD8^+^ T cell subgroups in Scramble and sh*Trp63* MOC22 tumors. **I** The proportion of CD3^+^ and CD8^+^ in CD45^+^ immune cells and CD69^+^, GZMB^+^ and IFNγ^+^ in CD8^+^ T cells from sh*Trp63* or Scramble HNM007 and AKR allografts revealed by FACS analysis. Bars represent mean ± SD of three biologically independent experiments. For the comparison of each population between the Scramble and sh*TP63* group in HNM007 and AKR allografts: CD45^+^ CD3^+^ (*P* = 0.0434/0.0792), CD45^+^ CD8^+^ (*P* = 0.0072/0.7600), CD8^+^ CD69^+^ (*P* = 0.0003/0.0033), CD8^+^ GZMB^+^ (*P* = 0.0229/0.0500), CD8^+^ IFNG^+^ (*P* = 0.0017/0.0495). *P* values were determined using a two-sided *t*-test. *P < 0.05, **P < 0.01, *** *P* < 0.001. The gating strategy are provided in Supplementary Fig. 3B. Source data and the exact cell number of each subgroup in Fig. 1C and E–H are provided as a Source Data file.

In the scRNA-seq of MOC22 samples, 854 and 1057 transcriptomes of single cells were respectively obtained from Scramble and sh*Trp63* tumors (Supplementary Fig. 2A). 

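Clustering of the 1911 kept cells gave 13 clusters, numbered from 0. Clusters 0 and 1 were CD8 T-like: Cd8a, which encodes a chain of the CD8 coreceptor, had 501 [477–525] CPM and 676 [647–707] CPM there, with a UMI in 84.1% and 92.0% of cells. In cluster 5, of macrophages that should lack the gene, 5.38% of cells had a Cd8a UMI; median depths by library were 14314 and 12519 UMIs in cluster 5 and 10499 and 8312 UMIs in cluster 0. Cd8a (ENSMUSG00000053977) lies on chromosome 6 of GRCm38 from 71373427 to 71379173. Cluster 4 was CD4 T-like, with Cd4 at 149 [132–168] CPM, Foxp3, the transcription factor of regulatory T cells, at 154 [137–173] CPM, and Itgb8, Tnfrsf4 and Areg among its leading genes. It also carried Cd8a at 232 CPM. Cluster 12 was IL-17 T-like, with the cytokine gene Il17a at 915 [824–1013] CPM and Trdc, the constant gene of the delta T cell receptor chain, at 1011 CPM. Cluster 6 was led by Trdc, Xcl1, Klra1 and Cd7 and cluster 7 by the natural killer receptor genes Klra4, at 588 [545–635] CPM, Klra8 and Ncr1, and both were NK or NKT-like. Clusters 2, 3 and 5 were macrophage or monocyte-like: Apoe, a lipid carrier made by macrophages, had 6523, 3021 and 12086 CPM, and Mrc1, the mannose receptor, 345, 732 and 3206 CPM. Cluster 2 was led by Cxcl9, Ms4a7 and C1qb, cluster 3 by Gpr141, Plcb1 and Nrg1, and cluster 5 by Folr2, Gas6, F13a1 and Clec10a. Cluster 10 was neutrophil-like, with the calprotectin gene S100a8 at 12904 CPM. Cluster 9 was DC-like, with Fscn1, an actin bundler of mature DCs, at 946 CPM and the lymph node homing receptor Ccr7 at 736 CPM. In the 24 Scramble cells of cluster 9 the fibroblast collagen gene Col1a1 had a UMI in 54.2% of cells, against 4.88% of its 41 shTrp63 cells and 2.70% of the Scramble cells of cluster 0. Median depths in cluster 9 were 16138 and 1383 UMIs. Cluster 8 was of proliferating cells, with Mki67 at 491 CPM. B cells formed no cluster of their own: Cd79a, a chain of the B cell receptor complex, had 222 CPM in cluster 2, with a UMI in 6.08% of its cells, against 1.54% of the cells of cluster 5. Cluster 11, led by Serpinb2, F5, Alox15 and Ccr3, was left unnamed, a choice made after its leading genes were seen. In its Scramble cells Ccr3 had a UMI in 66.7%, Siglecf in 38.5% and S100a8 in 15.4% of cells. The Scramble cells of cluster 10 had 5.41%, 10.8% and 89.2%, at median depths of 1699 UMIs in cluster 11 and 7066 UMIs in cluster 10. Cluster 2 was shallow, at a median of 2480.5 UMIs in Scramble and 1408 UMIs in shTrp63.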

Using canonical markers, we identified major immune cell populations, including T cells, natural killer (NK) cells, B cells, dendritic cells (DCs), macrophages and neutrophils (Fig. 2C, D). 

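CD8+ T cells, the cytotoxic T lymphocytes, made up 466 of 1057 cells in the shTrp63 library, 44.1% [41.1–47.1%], and 179 of 854 cells in the Scramble library, 21.0% [18.3–23.8%], with exact binomial intervals. The difference was 23.1 [19.0 to 27.1] percentage points, by the Newcombe interval, and no other class gained as many points. By ratio, the CD8+ T cell share was 2.10 times that of Scramble, and the small IL-17 T class stood further apart at 2.93 times. Both CD8+ T cell clusters had larger shares in shTrp63. Cluster 0, led by Abcb1b, Ifitm1, Pdcd1 and the costimulatory receptor gene Icos, made up 13.0% [10.8–15.4%] of Scramble and 24.5% [21.9–27.2%] of shTrp63 cells. Cluster 1, led by the heat shock genes Hspa1b, Hspa1a and Hsph1 and by the integrin genes Itgae and Itga1, made up 7.96% [6.24–9.99%] and 19.6% [17.2–22.1%]. Over 11 other ways of filtering, clustering or gating the cells, the difference ranged from 13.1 to 30.1 points. The lowest value came from cells gated by UMIs of Cd8a or Cd8b1 and of Cd3 genes after each cell was thinned to 800 UMIs, where the shares were 12.8% and 25.8%.

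**Figure D1:**
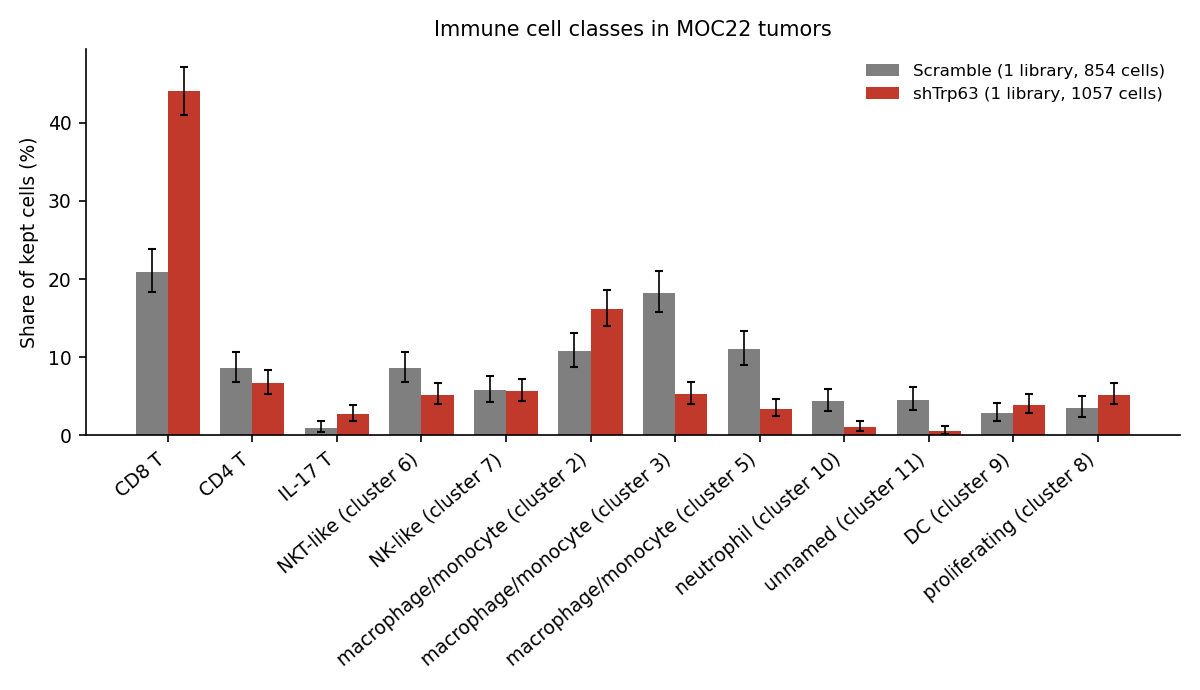
Share of the kept cells (%, vertical axis) in each immune cell class or cluster (horizontal axis), for the Scramble library (gray, 854 cells) and the shTrp63 library (red, 1057 cells); bars are the values of 1 library each and error bars are exact binomial 95% intervals that cover counting error only. The CD8+ T cell bars, at 21.0% and 44.1%, differ by the most points, and the bars of macrophage clusters 3 and 5 run the other way.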

Knockdown of *Trp63* altered the relative composition of immune subsets in murine SCC TME, with CD8^+^ T cells showing the most prominent increase compared with the Scramble group (44.2% vs. 20.8%) (Fig. 2D, E and Supplementary Fig. 2B, C). *Trp63* silencing additionally expanded the populations of Th17, Macrophage 1, NK and DC, while decreasing those of CD4^+^ T, NKT (NK-T cell), Macrophage 2, Macrophage 3, and Neutrophil. It was particularly notable that CD8^+^ T cells exhibited the most striking change since they are not only the soldiers executing tumor-killing function but also the central target of ICB therapies. Thus, we next focused on analyzing further CD8^+^ T cells (Supplementary Fig. 2D, E). 

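IL-17 T cells, cluster 12, made up 0.937% [0.405–1.84%] of Scramble and 2.74% [1.84–3.92%] of shTrp63 cells, a difference of 1.81 [0.584 to 3.06] percentage points. Macrophages and monocytes as a class made up 40.0% [36.7–43.4%] of Scramble and 24.9% [22.3–27.6%] of shTrp63 cells, a difference of −15.2 [−19.3 to −11.0] points. Their clusters ran in opposite directions. Cluster 2, in which Ms4a7, a marker of the paper's Macrophage 1, had 907 CPM against 165 and 387 CPM in clusters 3 and 5, made up 10.8% [8.77–13.0%] of Scramble and 16.2% [14.0–18.5%] of shTrp63 cells; Apoe and Lyz2, listed for the same population, were highest in clusters 5 and 3. Cluster 3 made up 18.3% [15.7–21.0%] and 5.30% [4.03–6.83%], and cluster 5 made up 11.0% [8.99–13.3%] and 3.41% [2.40–4.68%]. CD4+ T cells made up 8.55% [6.76–10.6%] and 6.72% [5.28–8.40%], a difference of −1.83 [−4.30 to 0.549] points, whose interval includes 0. The shares of a library add to a fixed whole, so a larger share of any class lowers the others and a smaller one raises them. A smaller share need not mean fewer cells of that class in the tumors. Likewise, the larger CD8+ T cell share need not mean more CD8+ T cells, because these libraries do not give numbers of cells per tumor. NKT-like cells of cluster 6 made up 8.55% [6.76–10.6%] and 5.20% [3.94–6.72%], a difference of −3.34 [−5.73 to −1.08] points. NK-like cells of cluster 7, marked by Klra4 and Ncr1, made up 5.74% [4.27–7.51%] and 5.68% [4.36–7.25%], a difference of −0.0613 [−2.22 to 2.02] points, so that no difference was detectable with this number of cells. DC-like cells of cluster 9 made up 2.81% [1.81–4.15%] and 3.88% [2.80–5.23%], and the interval of the difference, 1.07 [−0.605 to 2.69] points, also includes 0; with other filters and cluster settings the difference ran from −0.475 to 4.22 points. Proliferating cells made up 3.51% [2.38–4.98%] and 5.20% [3.94–6.72%]; in the shTrp63 library they were shallow, with a median of 3192 UMIs against 38158 UMIs in Scramble, and with a filter of at least 1500 UMIs and at most 5% mitochondrial UMIs their difference was −1.06 points. Among droplets with a Malat1 UMI, a restriction chosen after the clusters were seen, cluster 2 made up 5.51% of Scramble and 5.34% of shTrp63 cells.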

Tumor-associated macrophages and neutrophils can promote tumor cell survival and immune evasion^33,34^. It is interesting to note that macrophage 2/3 and neutrophil populations were also decreased upon *TP63* knockdown. 

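Neutrophil-like cells of cluster 10, marked by S100a8 and the chemokine receptor gene Cxcr2, made up 4.33% [3.07–5.92%] of Scramble cells (37 cells) and 1.04% [0.521–1.85%] of shTrp63 cells (11 cells), a difference of −3.29 [−4.94 to −1.86] percentage points. Cluster 11, kept out of this class after its leading genes were seen, made up 4.57% [3.27–6.19%] and 0.568% [0.209–1.23%]. With it, as the naming rule gave, neutrophil-like cells made up 8.90% and 1.61%, a difference of −7.29 [−9.47 to −5.32] points. That total counts the cells of cluster 11, in which S100a8 was found in 15.4% of Scramble cells against 89.2% in cluster 10. Ccr3 was found in 66.7% of the Scramble cells of cluster 11 against 5.41% in cluster 10. The total is therefore not a value for neutrophils alone. Cluster 11 had 39 Scramble and 6 shTrp63 cells, the same numbers as the paper's Neutrophil 2. S100a8 lies on chromosome 3 of GRCm38 from 90668978 to 90670035. Within macrophages and monocytes, inflammatory genes were lower and type I IFN response genes higher in the shTrp63 library. Of 16 inflammatory myeloid genes, 11 were lower and 1 was higher, with a median log2 ratio of −0.63 [−0.74 to −0.58] at percentile 0 of the random lists. Il1b, which encodes the cytokine IL-1β, had 936 CPM in Scramble and 599 CPM in shTrp63, a ratio of 0.639 [0.597–0.684], and Ccl2, a monocyte attracting chemokine, had a ratio of 0.608 [0.564–0.654]. Il1rn, which encodes the IL-1 receptor antagonist, and Ptgs2, the prostaglandin synthase COX-2, had ratios of 0.663 and 0.559. Of 28 type I IFN response genes, 14 were higher and 0 lower (median log2 ratio 0.56 [0.42 to 0.64], percentile 100), among them Bst2, a tethering factor of viral particles, at 242 CPM in Scramble and 399 CPM in shTrp63, and Irf7, a transcription factor of the IFN response, at a ratio of 1.75 [1.50–2.04]. Of 26 IFNγ response genes, 4 were higher and 0 lower (median log2 ratio 0.24 [0.16 to 0.35], percentile 99.98), with Gbp2, an IFN-induced GTPase, at a ratio of 1.63 [1.46–1.81], Stat1 at 1.25 [1.14–1.37] and the T cell attracting chemokine gene Cxcl9 at 1.04 [0.961–1.13]. MHC class I presentation genes had a median log2 ratio of 0.27 [0.12 to 0.31] at percentile 99.93, with 2 of 18 higher, the proteasome activator genes Psme1 (1.53) and Psme2 (1.67). In single clusters, chosen after the data were seen, the median was 0.55 in cluster 5 alone, 0.06 in cluster 3 alone and turned to −0.09 in cluster 2 alone. Of 19 lipid-associated and phagocytic macrophage genes, 6 were lower and 1 higher (median log2 ratio −0.41 [−0.51 to −0.35], percentile 0). Mmp12, the macrophage elastase, had 286 CPM in Scramble and 93.5 CPM in shTrp63, and Ctsl, a lysosomal protease, had a ratio of 0.496 [0.450–0.546]. Of 19 alternatively activated and tissue macrophage genes, 5 were lower and 1 higher (median log2 ratio −0.30 [−0.38 to −0.23], percentile 0.24). Folr2 (0.653), Gas6 (0.618) and Cbr2 (0.607) were among those lower and Retnla (1.64) was higher. The median of this list was −1.24 in cluster 2, −0.92 in cluster 3 and −0.10 in cluster 5 alone, and −0.78 by the mean of the cells' own CPM. The mouse counterparts of the ISGs of Fig. 1C had 3 of 21 higher and 0 lower, with a median log2 ratio of 0.27 [0.14 to 0.33] at percentile 99.4. NK cell genes, markers of another cell type, had 0 of 14 higher and 9 lower (median log2 ratio −1.20 [−1.67 to −0.68], percentile 0), with a median of −0.14 in cluster 5 alone. The checkpoint and exhaustion list had a median of −0.54 [−0.67 to −0.21] (percentile 0) and the ribosomal protein list of 0.43 [0.39 to 0.46] (percentile 99.5). The 10 highest ratios by the rule for named genes were Ly6i (2.40), Pot1b (2.08), Xaf1 (2.08), Ccnd1 (1.92), a (nonagouti, 1.87), Fgfr2 (1.87), Slfn8 (1.86), Prpf6 (1.85), Rbis (1.85) and Clec4b1 (1.84). The 10 lowest were Slc7a2 (0.163), Nrg1 (0.300), Ston2 (0.311), Lyve1 (0.325), Gatm (0.325), Mmp12 (0.327), Acp5 (0.337), Pdcd1lg2 (0.350), Hist1h1c (0.353) and Cadm1 (0.358); Nrg1 encodes a growth factor of the EGF family and Lyve1 a hyaluronan receptor of tissue macrophages. Different clusters held most of the cells of the class: 171 of its 263 shTrp63 cells were of the shallow cluster 2 and 250 of its 342 Scramble cells of clusters 3 and 5. The main values are sums of UMIs, in which deep cells weigh more. In shTrp63 the median depth was 1408 UMIs in cluster 2 and 13775 and 12519 UMIs in clusters 3 and 5. Cluster 2 therefore weighed less in these sums than its number of cells, and the mean of the cells' own CPM gives it its full weight. In clusters 2, 3 and 5 alone, chosen after the data were seen, the medians were −1.92, −0.35 and −0.83 for inflammatory, −0.40 (a turned direction), 0.22 and 0.72 for IFNγ response, −1.52, −0.61 and −0.00253 for lipid-associated and −1.31, −0.30 and −1.02 for checkpoint genes. By the mean of the cells' own CPM over the whole class, the lipid-associated median turned to 0.16, and those of the inflammatory, IFNγ response and NK cell lists were −1.48, 0.66 and −0.56.

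**Figure D2:**
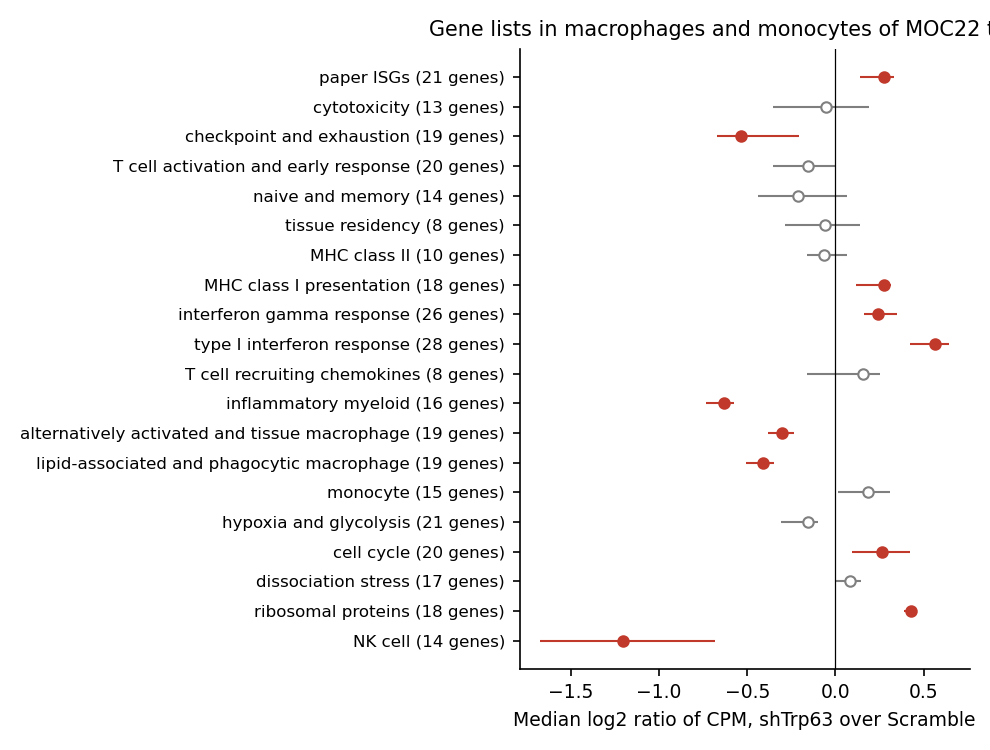
Median log2 ratio of CPM, shTrp63 over Scramble (horizontal axis), of 20 gene lists (vertical axis) in macrophages and monocytes, with the number of measured genes in brackets; points are medians of 1 library per condition, lines are 95% intervals from Poisson redraws that cover counting error only, and filled red points lie outside the central 95% of random lists. The type I IFN response list lies at 0.56 and the inflammatory myeloid list at −0.63.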

Further investigations on potential regulation on macrophages and neutrophils by TP63 are thus necessary to further understand the complexity of tumor microenvironment and immune response of SCCs.

Unsupervised clustering identified 4 subsets of CD8^+^ T cells, designated as exhausted (CD8_Tex), effector (CD8_Tem), naïve (CD8_Tn), and CD8_MHCII (Fig. 2F and Supplementary Figs. 2F, G and 3A) based on the mean expression of published gene signatures^35–37^. Both effector and exhausted CD8^+^ T cells displayed high expression of activation features (*Pdcd1, Ctla4, Lag3, Havcr2/Tim-3, Ifng, Tnfrsf9, Cd69*), cytotoxic markers (*Gzmb, Gzma and Prf1*) and IFN signature genes (*Isg15, Isg20* and *Ifit1*). 

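The 645 CD8+ T cells, clustered again by the same settings, fell into 7 clusters. CD8 cluster 0 (218 cells) was effector-like and was led by the heat shock genes Hspa1b, Hspa1a and Hsph1, the early response genes Jun and Egr1 and the chemokine gene Ccl3. Hspa1b, an inducible heat shock protein gene also induced by tissue dissociation, had 2528 [2465–2593] CPM there, against 270.5 [251–292] CPM in exhausted-like and 309.9 [265–359.7] CPM in naive-like cells. CD8 clusters 1 and 6 (228 cells) were taken together as exhausted-like. CD8 cluster 1 (58 Scramble and 154 shTrp63 cells) was led by Ier5l, Hilpda, Lmna and Crem and took its name from the mean level of the exhaustion markers, 0 of which were among its 10 leading genes. CD8 cluster 6 (8 and 8 cells) had Lag3, Rgs16 and Cd200 among its leading genes. CD8 cluster 2 (68 cells) was naive-like and was led by S1pr1, Klf2, Klf3 and Klf12, and CD8 cluster 4 (56 cells) by H2-Ab1, Cd74 and H2-Aa together with the macrophage genes C1qb and Lyz2. With both libraries taken together, the transcription factor gene Tox, tied to T cell exhaustion, had 315 CPM in exhausted-like, 229 CPM in effector-like and 382 CPM in naive-like cells. The integrin gene Itgae, a marker of tissue residency, had 567 CPM in effector-like, 271 CPM in exhausted-like and 179 CPM in naive-like cells. Over all CD8+ T cells Tox was higher and Itgae lower in shTrp63, and the subsets mixed the libraries in unlike proportions. These pooled values of Tox and Itgae therefore also carry the difference between the libraries. The remaining clusters stayed unnamed. CD8 cluster 3 (58 cells) had a median of 2954.5 UMIs, and CD8 cluster 5 (17 cells) was led by the type I IFN response genes Ifit3, Ifit1, Rsad2 and Slfn5; the latter, effector-like by the naming rule, was kept out of the subsets after its leading genes were seen. CD8 cluster 3 made up 5.59% of the Scramble and 10.3% of the shTrp63 CD8+ T cells, and CD8 cluster 5 2.79% and 2.58%.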

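In the Scramble library, 7 of 7 of these activation genes had higher CPM in effector-like and 7 of 7 in exhausted-like than in naive-like cells, and in the shTrp63 library 6 of 7 and 6 of 7; the exceptions were Pdcd1, at 143 [126–162] CPM in effector-like and 144 [103–195] CPM in naive-like cells of shTrp63, and Cd69, at 230.4 [208–254] CPM in exhausted-like and 277 [219–345] CPM in naive-like cells. The values that follow are over both libraries unless a library is named. Lag3, an inhibitory receptor gene, had 82.8 [71.6–95.3] CPM in effector-like, 116 [103–130.5] CPM in exhausted-like and 16.1 [7.37–30.6] CPM in naive-like cells. Havcr2, which encodes the inhibitory receptor TIM-3, had 147 [132–164] CPM in effector-like, 106 [94.0–119.9] CPM in exhausted-like and 39.4 [24.7–59.7] CPM in naive-like cells. Tnfrsf9, the costimulatory receptor 4-1BB, had 33.8, 88.0 and 23.3 CPM in the same order. Of the cytotoxic genes Gzmb, Gzma and Prf1, 3 of 3 were higher in effector-like and 3 of 3 in exhausted-like than in naive-like cells of Scramble, and 1 of 3 (Prf1) and 2 of 3 (Prf1 and Gzmb) in shTrp63. Gzma, granzyme A, had 4269 [4105–4439] CPM in effector-like, 3745 [3612–3883] CPM in exhausted-like and 965 [852–1089] CPM in naive-like cells of Scramble, and 504 [471–538], 599.8 [564–638] and 718 [623–823] CPM in those of shTrp63. Gzmb, the protease granzyme B, had 527, 332 and 224 CPM in the same order in Scramble and 232, 346 and 245 CPM in shTrp63. Prf1, the pore-forming protein perforin, had 142, 105 and 69.9 CPM. Of the IFN signature genes, Isg20, an exonuclease gene, had 121 [108–136] CPM in effector-like, 78.1 [67.5–89.8] CPM in exhausted-like and 34.0 [20.5–53.2] CPM in naive-like cells. Isg15, a ubiquitin-like modifier gene, had 43.1 [35.1–52.3] CPM in effector-like, 122 [109–137] CPM in exhausted-like and 98.5 [74.2–128] CPM in naive-like cells. Ifit1, whose product binds viral RNA, had 18.6 [13.5–25.0], 19.1 [14.1–25.4] and 30.5 [17.7–48.8] CPM in the same order. The highest Isg15 and Ifit1 values were in CD8 cluster 5, the unnamed cluster led by IFN response genes, at 908 [777–1055] and 796 [674–935] CPM over its 17 cells. With this cluster kept as effector-like, as the naming rule gave, an alternative chosen after the data were seen, effector-like cells had 107 [94.6–120.3] CPM of Isg15, 144 [129–159] CPM of Isg20 and 75.9 [65.6–87.4] CPM of Ifit1; compared with naive-like cells, 3 of 3 IFN signature genes were then higher in Scramble and 3 of 3 in shTrp63, and the shTrp63 numbers were 7 of 7 for activation and 2 of 3 for cytotoxic genes. Gzma lies on chromosome 13 of GRCm38 from 113093825 to 113100981, Gzmb on chromosome 14 of GRCm38 from 56258838 to 56262260, Isg15 on chromosome 4 of GRCm38 from 156199424 to 156200818 and Ifit1 on chromosome 19 of GRCm38 from 34640871 to 34650009. Except for the IFN signature genes, these genes were also markers used to name the clusters, so their levels describe the clusters and are no independent evidence for the names.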

Between these two clusters, the effector population (CD8_Tem) showed higher activation features of *Cd69, Ifng, Jun* and chemokines *Ccl3* and *Ccl4*, suggesting an early activation state of T cells; the exhausted cluster (CD8_Tex) was characterized by the highest expression of exhausted and cytotoxic markers including *Pdcd1* and *Ctla4* (Fig. 2G and Supplementary Figs. 2G and 3A). 

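Cd69, an early activation receptor gene, had 416 [391–443] CPM in effector-like and 248 [229–268] CPM in exhausted-like cells, and Ifng, which encodes IFNγ, had 294 [273–317] CPM in effector-like and 211 [194–229.9] CPM in exhausted-like cells. Jun, a subunit of the transcription factor AP-1, had 763 [728–799] CPM in effector-like and 112 [99.6–126] CPM in exhausted-like cells. Ccl3 and Ccl4, chemokine genes of activated T cells, had 428 [403–456] and 1278 [1233–1324] CPM in effector-like cells and 117 [104–131] and 834 [799–871] CPM in exhausted-like cells. All 5 genes were higher in effector-like cells over both libraries, with intervals apart. In shTrp63 alone 5 of 5 were higher, 5 with intervals apart, and in Scramble 4 of 5 were higher, 3 with intervals apart; there Ccl4 had 946 [869.8–1028] CPM in effector-like and 1096 [1024–1171] CPM in exhausted-like cells. Over both libraries, Pdcd1, which encodes the checkpoint receptor PD-1, had 352 [329–376] CPM in exhausted-like cells, 227 [188–272] CPM in the MHC II cluster, 146 [131–162] CPM in effector-like and 125 [97.8–158] CPM in naive-like cells. Ctla4, another checkpoint receptor gene, had 799 [764–835] CPM in exhausted-like cells, 635 [568–708] CPM in the MHC II cluster, 519.8 [491–549.6] CPM in effector-like and 263 [223–309.5] CPM in naive-like cells. Ifng lies on chromosome 10 of GRCm38 from 118441046 to 118445892. Median depth was 10587.5 UMIs in effector-like and 10450 UMIs in exhausted-like cells.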

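S1pr1, the receptor through which T cells leave tissue, had 430.0 [377–488] CPM in naive-like CD8+ T cells, with a UMI in 82.4% of these cells, against 20.7 CPM and 11.4% of exhausted-like cells and 20.3 CPM and 14.2% of effector-like cells; naive-like cells had a median of 7914 UMIs. Tcf7 and Lef1, transcription factors of naive and memory T cells, had 195 [160.3–236] and 290.2 [247–339] CPM in naive-like cells, against 35.1 and 92.4 CPM in exhausted-like and 41.0 and 75.2 CPM in effector-like cells. Pdlim1, a cytoskeletal adaptor gene, had 78.8 [57.3–106] CPM in naive-like, 25.1 CPM in exhausted-like and 22.8 CPM in effector-like cells. Gzma had a UMI in 55.2% of naive-like, 59.1% of exhausted-like and 60.4% of effector-like cells of Scramble, in 38.5%, 21.0% and 24.1% of those of shTrp63, and in 3.85% of the macrophages of cluster 5. In the MHC II cluster, H2-Ab1, a chain of the MHC class II molecule, had 1393 [1293–1499] CPM, and H2-Aa, H2-Eb1 and the invariant chain gene Cd74 had 1275, 1109.6 and 2987 CPM. The highest of the other 3 named subsets had 54.5 CPM of H2-Ab1 and 139.9 CPM of Cd74, both in effector-like cells. The same cluster carried macrophage genes, with the complement gene C1qb at 593 [528–663] CPM against 24.9 CPM in effector-like cells, the lysozyme gene Lyz2 at 657 against 42.3 CPM, and Apoe at 1203 against 70.6 CPM. S1pr1 lies on chromosome 3 of GRCm38 from 115710433 to 115715072 and H2-Ab1 on chromosome 17 of GRCm38 from 34257689 to 34269419. The clusters were named from these naive and MHC II genes among others.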

The naïve CD8^+^ T cells (CD8_Tn) expressed high levels of *Tcf7, Lef1, S1pr1* and *Pdlim1* while lacked cytotoxic and activation features, and the last subset was defined as CD8_MHCII^35,38^ because of the prominent expression of MHCII signatures, including *H2-Ab1, H2-Aa, H2-Eb1*, and *Cd74* (Supplementary Figs. 2G and 3A). 

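Effector-like cells made up 170 of 466 CD8+ T cells in the shTrp63 library, 36.5% [32.1–41.0%], and 48 of 179 in the Scramble library, 26.8% [20.5–33.9%], a difference of 9.67 [1.54 to 17.1] percentage points. Naive-like cells made up 8.37% [6.02–11.3%] of shTrp63 (39 cells) and 16.2% [11.1–22.4%] of Scramble CD8+ T cells (29 cells), a difference of −7.83 [−14.3 to −2.35] points. Exhausted-like cells made up 34.8% [30.4–39.3%] of shTrp63 and 36.9% [29.8–44.4%] of Scramble CD8+ T cells, and the MHC II cluster 7.51% [5.29–10.3%] and 11.7% [7.41–17.4%]; the intervals of both differences, −2.11 [−10.5 to 5.94] and −4.22 [−10.1 to 0.578] points, include 0, and over the alternatives the exhausted-like difference ran from −6.48 to 2.58 points. The effector-like difference was 12.1 [4.10 to 19.4] points when the cells were clustered without the listed T cell genes and 6.96 [−1.15 to 14.4] points without the dissociation stress genes, a setting chosen after the clusters were seen; it was largest, at 17.3 [9.91 to 23.7] points, with each cell put to its highest subset score, where 17.5% of cells lay within 0.1 of the next subset. Leaving genes out changed the clustering only. The effector markers that named clusters and scored cells still held Jun, Fos, Junb, Fosb, Egr1 and Zfp36, which are also in the dissociation stress list. The interval of the naive-like difference included 0 without integration, at −4.75 [−12.1 to 1.88] points, and without the listed genes, at −3.29 [−10.5 to 3.17] points.

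**Figure D3:**
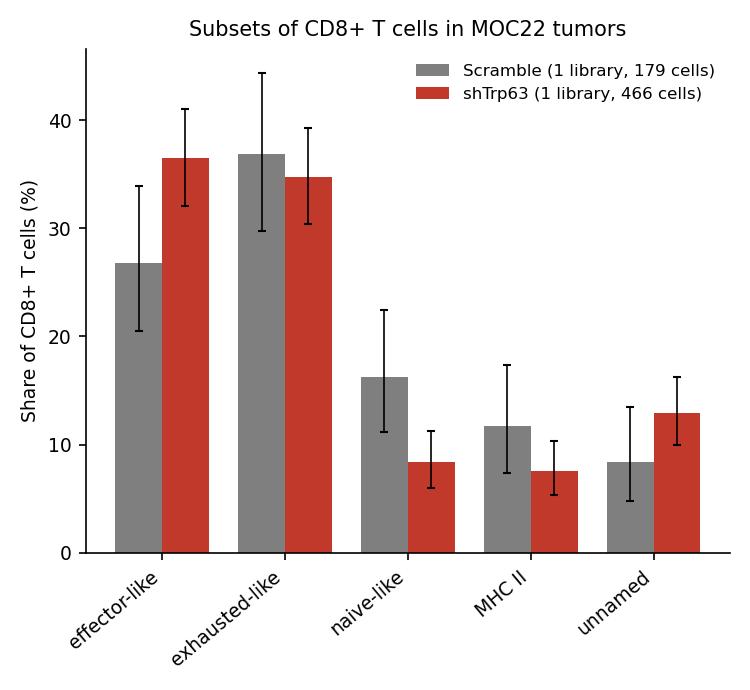
Share of CD8+ T cells (%, vertical axis) in each subset (horizontal axis) for the Scramble library (gray, 179 cells) and the shTrp63 library (red, 466 cells); bars are the values of 1 library each and error bars are exact binomial 95% intervals that cover counting error only. The effector-like bars stand at 26.8% and 36.5% and the naive-like bars at 16.2% and 8.37%.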

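In the CD8+ T cells as a whole, type I IFN response and dissociation stress genes were higher, and naive and memory genes and Gzma lower, in the shTrp63 library. Gzma had 3043 CPM in Scramble and 553 CPM in shTrp63, a ratio of 0.182 [0.173–0.191]. Gzmb had 346 CPM in Scramble and 285 CPM in shTrp63, a ratio of 0.824 [0.750–0.906], and Prf1 a ratio of 0.954 [0.815–1.12]. Ifng had 199 CPM in Scramble and 244 CPM in shTrp63, a ratio of 1.22 [1.09–1.38]. An Ifng UMI was found in 49.2% of Scramble and 51.5% of shTrp63 cells, and 10 cells of each library held 49.1% and 25.1% of the Ifng UMIs. A Gzma UMI was found in 54.2% of Scramble and 23.8% of shTrp63 CD8+ T cells (median depths 10865 and 9162.5 UMIs), against 6.73% and 2.66% of macrophages (median depths 11835.5 and 2122 UMIs); 10 cells of each library held 47.4% and 45.6% of its CD8+ T cell UMIs. Of 17 cytotoxicity genes, 2 were higher and 2 lower (median log2 ratio −0.06 [−0.17 to 0.00], percentile 9.27), and of 20 checkpoint and exhaustion genes, 3 were higher and 3 lower (median 0.04 [−0.08 to 0.15], percentile 43.9), both within the range of the random lists. Tox had a ratio of 2.13 [1.88–2.42] and the costimulatory receptor gene Tnfrsf9 of 0.615 [0.497–0.763]. Of 20 T cell activation and early response genes, 4 were higher and 2 lower (median −0.02 [−0.06 to 0.14], percentile 18.6); Jun and Fosb, subunits of AP-1, had ratios of 1.88 [1.70–2.09] and 1.83. Of 13 naive and memory genes, 0 were higher and 4 lower (median −0.36 [−0.55 to −0.26], percentile 0): the costimulatory receptor gene Cd27 (0.651), S1pr1 (0.666) and the transcription factor genes Klf3 (0.313) and Id3 (0.507). Of 25 type I IFN response genes, 15 were higher and 0 lower (median 0.74 [0.54 to 0.84], percentile 100). For Ifit1, among those higher, 10 cells of each library held 91.7% of the Scramble and 52.9% of the shTrp63 UMIs. An Ifit1 UMI was found in 8.38% and 14.4% of cells and a Slfn5 UMI in 7.26% and 19.3%. The median of the list therefore need not stand for CD8+ T cells at large. Slfn5, an IFN-induced regulator, had 23.7 CPM in Scramble and 77.3 CPM in shTrp63, a ratio of 3.26 [2.40–4.52], and Bst2 and the DNA sensor gene Zbp1 had ratios of 1.67 and 1.52. Of 23 IFNγ response genes, 4 were higher and 0 lower (median 0.34 [0.20 to 0.43], percentile 99.8), with Cd274, which encodes PD-L1, at 1.84 [1.51–2.26] and the GTPase genes Gbp5, Tgtp2 and Iigp1 at 2.19, 1.67 and 3.00; Stat1, the transcription factor of IFN signaling, had a ratio of 1.26 [1.14–1.39]. The mouse counterparts of the ISGs of Fig. 1C had 2 of 18 genes higher and 2 lower (median 0.13 [0.04 to 0.25], percentile 80.2). Of 17 dissociation stress genes, 9 were higher and 0 lower (median 0.59 [0.41 to 0.71], percentile 100), with Hspa1b at 809 CPM in Scramble and 1359 CPM in shTrp63. MHC class II genes had 4 of 7 lower and 0 higher (median −0.68 [−0.91 to −0.50], percentile 0), the lipid-associated macrophage list ran the same way (median −0.58 [−0.66 to −0.33], percentile 0), and without the MHC II cluster, left out after the data were seen, their medians were −0.31 and −0.19. Tissue residency genes had 3 of 8 lower and 0 higher (median −0.28 [−0.46 to −0.01], percentile 0.06), with Itgae at 0.477 [0.440–0.517] and the chemokine gene Xcl1 at 0.553. By the rule for named genes the highest ratios, after Slfn5, were Airn (2.99), Itga4 (2.44), Casp4 (2.12), Enox2 (2.09), Lyst (2.07), Armh3 (2.05), Ifi214 (2.03), Adamts6 (1.99) and Igf2r (1.97); Itga4 encodes an integrin chain, Casp4 an inflammatory caspase, and Airn is antisense to Igf2r, and both values are uncertain because strand handling is not stated in the sources used here. The lowest, after Gzma, were Trerf1 (0.196), Tcrg-C2 (0.257), Sema6d (0.322), Trbc1 (0.348), Cdt1 (0.359), Gpr55 (0.378), Prag1 (0.385), Cd7 (0.406) and Klk8 (0.416); Tcrg-C2 and Trbc1 are constant genes of T cell receptor chains with near-identical copies, so their values are uncertain too. In cells taken by the Cd8a and Cd3 gate instead of the clusters, the medians were 0.42 for type I IFN, 0.16 for dissociation stress, −1.40 for MHC class II and −1.66 for lipid-associated macrophage genes, and those of tissue residency and cytotoxicity genes turned to 0.13 and 0.21. With each cell thinned to 2000 UMIs, the activation median turned to 0.20, and the checkpoint and exhaustion, naive and memory, MHC class II and lipid-associated medians were 0.30, −0.23, −0.39 and −0.16. From the larger proportion of the effector and the smaller proportion of the naive subset (Fig. 2H), the paper proposes that perturbation of TP63 enhanced both the number and the activity of CD8+ T cells. Its further evidence on activity is of protein and of function. CD69, GZMB and IFNγ were measured by flow cytometry in HNM007 and AKR tumors, and GZMB, IFNγ and killing of tumor cells in co-cultures. The RNA values here are of MOC22 tumors and do not measure these.

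**Figure D4:**
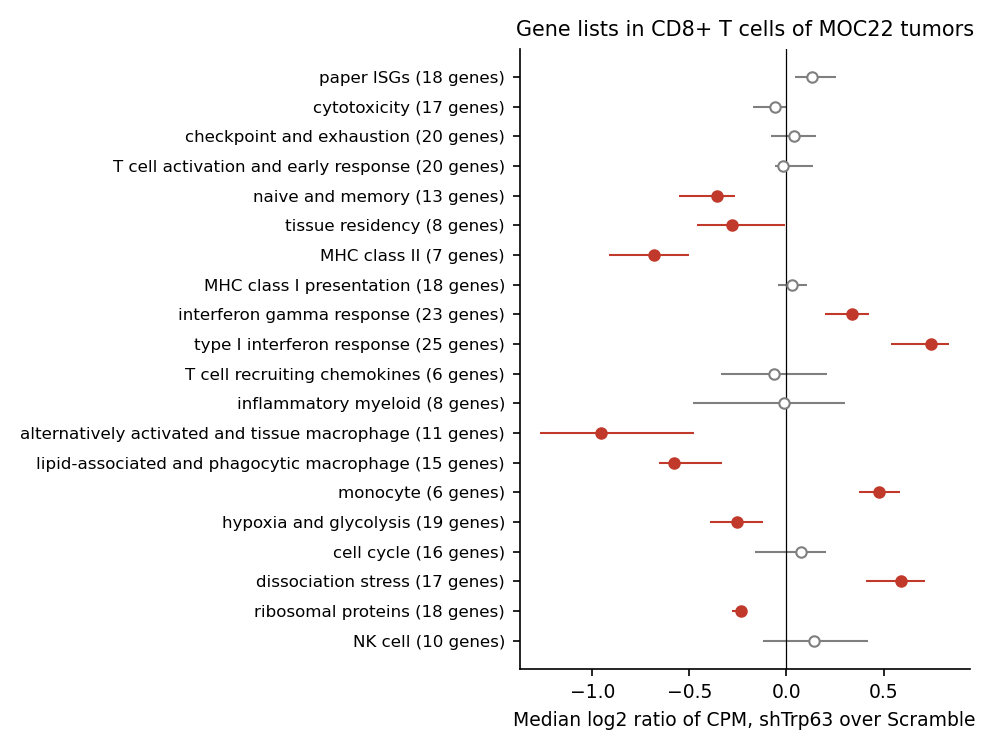
Median log2 ratio of CPM, shTrp63 over Scramble (horizontal axis), of 20 gene lists (vertical axis) in CD8+ T cells, with the number of measured genes in brackets; points are medians of 1 library per condition, lines are 95% intervals from Poisson redraws that cover counting error only, and filled red points lie outside the central 95% of random lists. The type I IFN response list lies at 0.74, the naive and memory list at −0.36 and the cytotoxicity list at −0.06.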

Notably, silencing of *Trp63* elevated the proportion of effector CD8^+^ T cell subset while reduced the frequency of naïve CD8^+^ T cells (Fig. 2H), suggesting that both the number and activity of CD8^+^ T cells were enhanced by the perturbation of TP63.

Consistently, we detected significantly increased infiltration and activation of CD8^+^ T cells in the sh*Trp63* group compared with the Scramble group in HNM007 tumor samples, as measured by the levels of activation and cytotoxic protein markers (CD69, GZMB, IFNγ) using flow cytometry analysis. In AKR tumor samples, we also observed increased proportion of activated CD8^+^ T population (CD69 and IFNγ) in *Trp63*-knockdown tumors (Fig. 2I and Supplementary Fig. 3B). Collectively, these results demonstrate that TP63 inhibits CD8^+^ T cell infiltration and activation in murine SCC models.

### High expression of *TP63* negatively correlates with CD8^+^ T cell infiltration and activation in the TME of human SCC

To extend the above findings to human cancers, we re-analyzed public scRNA-seq data (GSE160269) from 60 ESCC tumors and 4 adjacent normal tissues^20^. As expected, *TP63* was highly expressed in squamous epithelial cells, but was barely detectable in CD45^+^ immune cells (Fig. 3A and Supplementary Fig. 4A). Importantly, among major immune subsets, the expression of *TP63* was specifically anti-correlated with the T cell fraction (Fig. 3B), which was not seen in either myeloid or B cell compartment (Supplementary Fig. 4B). We then further focused on intra-tumoral T cell populations, including effector, exhausted memory, naïve, regulatory T cells, etc. classified using established marker genes in Zhang et al.^20^.

**Fig. 3:**
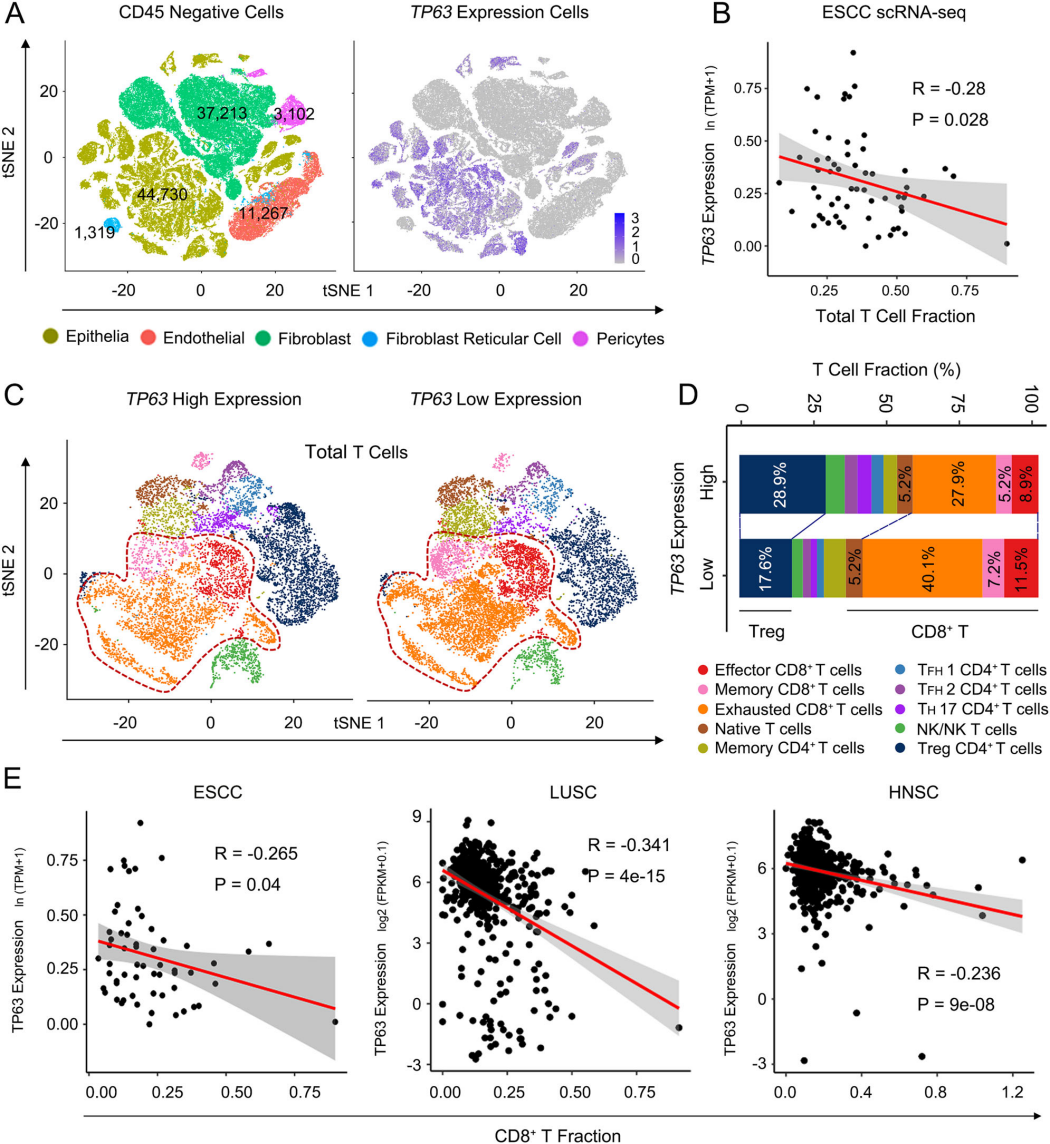
*TP63* expression level is negatively correlated with CD8^+^ T cell infiltration in ESCC patient tumors. **A** t-SNE plots of 97,631 CD45^-^ cells in 60 human ESCC tumor and 4 adjacent normal tissue samples, colored by cell types (left) or *TP63* expression level (right). scRNA-seq dataset (GSE160269) and cell annotations were obtained from Zhang et al. ^20^. **B** Scatter plot showing a negative correlation between total T cell fraction and *TP63* expression. The average *TP63* expression in CD45^−^ cells in each tumor was calculated, *n* = 60 independent ESCC patients. **C** t-SNE plots of the clustering of T cells in 9 *TP63*-high vs. 9 *TP63*-low tumor samples. **D** The fraction of T cell subgroups in *TP63*-high vs. -low ESCC tumors. **E** Negative correlation between CD8^+^ T cell fraction and *TP63* expression in 76 ESCC (left), 501 LUSC (middle), and 500 HNSC (right) patient samples. The fraction in LUSC and HNSC samples were predicted by TIMER2 using TCGA expression datasets. Pearson Correlation Coefficient was calculated in **B** and **E**. The error bands show 95% confidence interval. R: Pearson’s product-moment correlation; *P* value: two-sided *t*-test.

To determine the relationship between tumor-intrinsic *TP63* expression and T cell infiltration, we first stratified these 60 patient samples as either *TP63*-high or -low groups (top/bottom 15%) based on the expression level of *TP63* in 97,631 tumor cells (Supplementary Fig. 4C). A higher proportion of CD8^+^ T cells was observed in *TP63*-low tumor samples (median = 52.29%) than *TP63*-high tumors (median = 40.07%) (Fig. 3C, D and Supplementary Fig. 4D). The negative correlation between expression of *TP63* and the abundance of CD8^+^ T cells was further verified using both ESCC scRNA-seq and TCGA bulk RNA-seq data from LUSC and HNSC patient samples (Fig. 3E). It was also notable that almost no correlation existed in ESCC and HNSC tumor samples between *TP63* expression and the abundance of any other immune populations, including B cells, CD4^+^ T cells, macrophages, neutrophils and DCs, except for memory CD4^+^ T cells in ESCC scRNA-seq data. The negative correlation between those cells and *TP63* expression were observed in LUSC samples probably because of one exceptional case (Supplementary Fig. 4E–G).

By dissecting the altered subsets of CD8^+^ T cells, we observed augmented infiltration of effector, exhausted, and memory CD8^+^ T populations in *TP63*-low tumors (Supplementary Fig. 5A). The abundance of those CD8^+^ T subsets also showed negative correlation with the expression of *TP63* (Supplementary Fig. 5B). In addition, inferred activity of those CD8^+^ T cells was higher in *TP63*-low tumors, as characterized by the expression of cytotoxic markers, such as *GZMB, PRF1, GZMK and IFNγ* (Fig. 4A–C and Supplementary Fig. 5C, D). To further validate these findings, we examined the protein levels of TP63 and the enrichment of CD8^+^ T cells in SCC TME by immunofluorescence (IF) staining using tissue microarrays from an independent cohort of 10 ESCC patient samples. A prominent accumulation of CD8^+^ T cells was seen in SCC tumors with low/no expression of TP63. In contrast, tumors with high TP63 expression had only a few scattered CD8^+^ T cells at the edge of cancer lesions (Fig. 4D). Statistical analysis confirmed the significant increase of the infiltration of CD8^+^ T cells in patient tumors with low expression of TP63 (Fig. 4E). Taken together, these results revealed that over-expression of TP63 impaired CD8^+^ T cell infiltration and activation, which may facilitate SCC cells to escape immunosurveillance and immune attack.

**Fig. 4:**
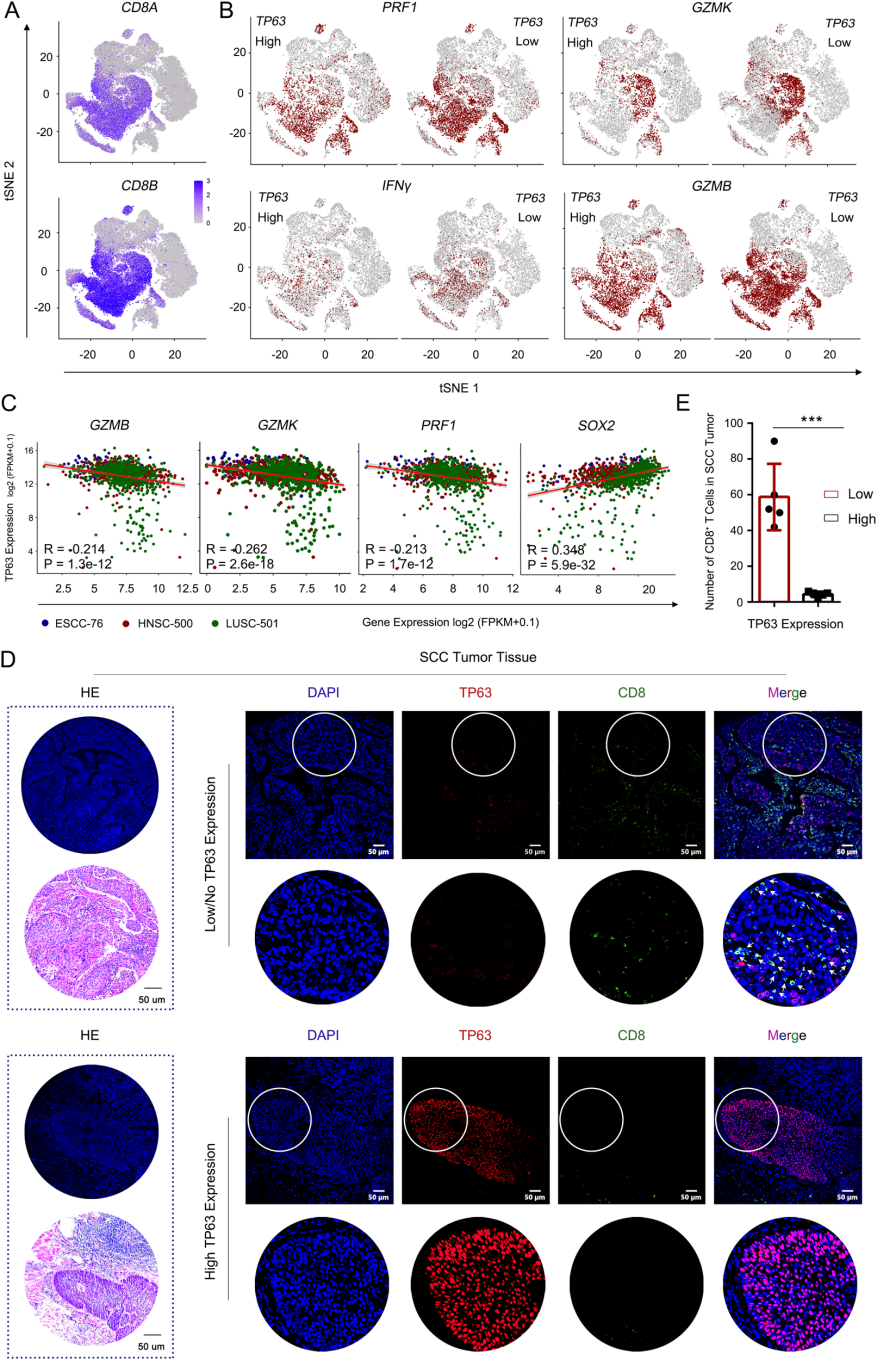
Over-expression of *TP63* impairs CD8^+^ T cells infiltration and activation. **A**, **B** t-SNE plots showing the expression levels of CD8 (**A**) and cytotoxic marker genes (**B**) of CD8^+^ T cells. Cells with the expression level of cytotoxic marker genes (TPM) high than 1 was labeled. A total of 69,278 T cells from scRNA-seq of 60 ESCC patients (GSE160269) were re-analyzed. *TP63* High: 9001 T cells; *TP63* Low: 11,012 T cells. **C** Scatter plots showing the significant negative correlation between cytotoxic marker genes and *TP63* expression in three types of SCC patient samples. SOX2 is shown as a positive control. The gene expression was extracted from TCGA bulk RNA-seq. *n* = 76 (ESCC), 500 (HNSC) and 501 (LUSC) independent patient samples, respectively. Pearson Correlation Coefficient was calculated. R: Pearson’s product-moment correlation; *P* value: Two-sided *t*-test. **D**, **E** H&E and immunofluorescence (IF) staining of TP63 and CD8 in *TP63*-high or -low expressing ESCC patient samples. **D** Representative images. Zoom-in view of the area with white circle as shown below at each right panel. White arrows denote CD8^+^ cells. **E** Quantification of infiltrated CD8^+^ T cells. A total of 10 slides from 10 ESCC patient samples (one slide per patient) were analyzed (*TP63*-low patients, *n* = 5; *TP63*-high patients, *n* = 5). IF images were acquired at the same exposure time. The staining results were scored by two different researchers according to the fluorescence intensity of TP63; five cases with highest TP63 scores and five with the lowest scores were defined based on the median score. Five fields representing tumor regions were randomly selected for each slide, and the number of CD8^+^ T cell was counted under ×20 field of view which was then averaged across 5 fields. Statistical analysis was performed by comparing the average CD8^+^ T cell number of each slide from five *TP63*-high vs. five *TP63*-low patients. Data represent mean ± SD. *P* values were determined using a two-sided *t*-test. *P* = 0.0002. ***P < 0.001.

### Depletion of TP63 promotes SCC cell killing by CD8^+^ T cell ex vivo

To further explore whether TP63 functionally impairs CD8^+^ T cell functionality and T cell-mediated antigen-dependent cell killing, we established an ex vivo co-culture system by incubating SCC cancer cells with CD8^+^ T cells derived from OT-I TCR mice^39^ (Fig. 5A). In comparison with the Scramble group, *TP63*-knockdown strongly augmented tumor cell killing by CD8^+^ T cells in both MOC22 and AKR cell lines, at different effector: target ratios (Fig. 5B, C and Supplementary Fig. 6A, B). As shown in Fig. 5D and Supplementary Fig. 6C (red arrows and dotted circles), targeted SCC cells were surrounded by activated CD8^+^ T cells during the attack. Consistently, we detected markedly increased proportions of GZMB^+^ and IFNγ^+^ CD8^+^ T cells in co-culture with the *Trp63*-knockdown group (Fig. 5E, F and Supplementary Fig. 6D). More importantly, ectopic expression of TP63 rescued T-cell killing caused by *TP63*-knockdown (Supplementary Fig. 6E–G). These results confirm that silencing of *TP63* promotes the antigen-dependent cytotoxicity of CD8^+^ T cells against SCC cells in vitro.

**Fig. 5:**
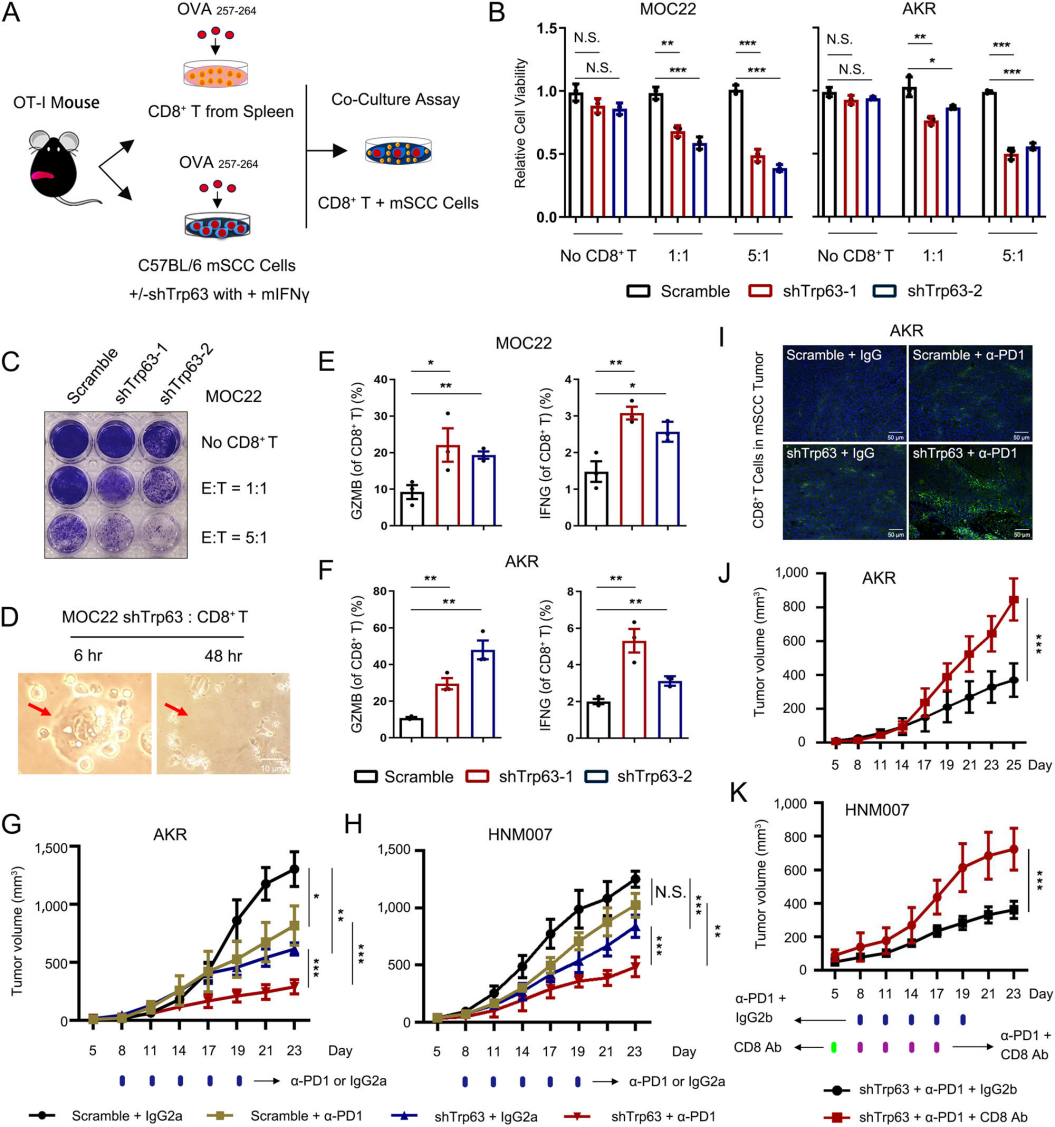
Repression of TP63 results in efficient T cell killing and enhances the efficacy of PD-1 mAb therapy in murine SCC models. **A** Flowchart of ex vivo co-culture of murine SCC and OT-I CD8^+^ T cells. **B**, **C** Relative cell viability analysis (**B**) and crystal violet staining (**C**) of SCC cells incubation with or without OT-I CD8^+^ T cells at the indicated effector: target (E: T) ratios. *P* value for each comparison from left to right in **B**: 0.1080 (N.S.), 0.0531 (N.S.), 0.0013 (**), 0.0005 (***), 0.0001 (***), 1.88E-05 (***), 0.0988 (N.S.), 0.0846 (N.S.), 0.0059 (**), 0.0249 (*), 5.43E-05 (***), 1.17E-05 (***). **D** Bright field images showing representative co-cultured MOC22 and OT-I CD8^+^ T cells. Red arrows indicate a cancer cell killed by activated OT-I CD8^+^ T cells following 48 hr co-culture (Scale bar, 10 μm). **E**, **F** Percent of GZMB and IFNγ production in Scramble or sh*Trp63* MOC22 (**E**) and AKR (**F**) co-cultures. *P* value for each comparison from left to right in **E** and **F**: 0.0467/0.0038, 0.0092/0.0020, 0.0086/0.0072, 0.0281/0.0057. The gating strategy are provided in Supplementary Fig. 6D. **G**, **H** Plots of AKR (**G**) and HNM007 (**H**) tumor volumes measured every 3 days. C57BL/6J mice were implanted with sh*Trp63* SCC or Scramble cells and received PD-1 mAb treatment or IgG isotype control (IgG2a). *n* = 5 for each group. For the tumor volume comparison of Scramble + IgG2a vs. Scramble + α-PD1, Scramble + IgG2a vs. sh*Trp63* + IgG2a, sh*Trp63* + IgG2a vs. sh*Trp63* + α-PD1 and Scramble + α-PD1 vs. sh*Trp63* + α-PD1 in AKR and HNM007-derived tumor allografts: *P* = 0.0176/0.0500, *P* = 0.0014/0.0002, 2.1E-05/.00002, 0.0002/0.0013. (**I**) Representative IF staining of CD8α of Scramble and sh*Trp63* AKR allografts, mice were treated with either PD-1 mAb or IgG isotype control (Scale bar, 50 μm). The results were repeated in three biologically independent samples. **J**, **K** Tumor growth curves of sh*Trp63* AKR-bearing (**J**; *P* = 0.0001) or HNM007-bearing (**K**; *P* = 0.0003) mice treated with PD-1 mAb in combination with CD8 mAb (CD8 T-cell-depletion antibody; *n* = 5) or IgG isotype control (IgG2b; *n* = 5). Bars of **B**–**F** represent mean ± SD of three biologically independent experiments. *P* values were determined using a two-sided *t* -test. The data of (**G**, **H**, **J**, **K**) were analyzed by a one-sided *t* -test. N.S. not significant; *P < 0.05, **P < 0.01, ***P < 0.001. Source data are provided as a Source Data file.

### TP63 inhibition enhances the efficacy of PD-1 mAb therapy in murine SCC models

Given the prominent function of TP63 in suppressing IFNγ pathway and impairing CD8^+^ T cell infiltration and activation in the SCC TME, we next asked whether depletion of *TP63* could enhance the efficacy of PD-1 mAb therapy, which reinvigorates CD8^+^ T cells. Before addressing this question, we first analyzed the expression of *PD-L1* (*CD274*) in paired SCC tumors, finding significantly higher expression of *CD274* (*PD-L1*) in SCC tumors than matched normal tissues from 3 different cohorts (GSE53624, GSE53622, and TCGA datasets) (Supplementary Fig. 7A). We then inoculated either Scramble or sh*Trp63* SCC cells into syngeneic immuno-competent C57BL/6 J mice. These tumor-bearing mice were treated with either PD-1 mAb or IgG isotype (IgG2a) when the tumors grew to an appropriate size. No significant loss of body weight or other common toxic effects were observed in these mice during the treatment (Supplementary Fig. 7B).

In line with the tumor-intrinsic role of TP63, loss of *TP63* (sh*Trp63* + IgG2a) decreased the tumor volume compared with the control (Scrmable + IgG2a) group (Fig. 5G, H). PD-1 mAb treatment alone strongly reduced AKR tumor volume, but had no effect on HNM007 tumor growth (Fig. 5G, H). The heterogeneous responses of murine SCCs to ICB therapy mirror those seen in SCC patients^7,14^. Importantly, depletion of *Trp63* (sh*Trp63*) plus PD-1 mAb treatment had the most potent anti-tumor effect in both AKR and HNM007 models (Fig. 5G, H). Congruently, IF staining of tumor slices demonstrated that sh*Trp63* plus PD-1 mAb treatment maximized the infiltration of CD8^+^ T cells in both AKR and HNM007 TME (Fig. 5I and Supplementary Fig. 7C). To ascertain the functional contribution of CD8^+^ T cells, we utilized a CD8 blocking mAb to deplete CD8^+^ T cells and repeated the assay. Notably, the anti-tumor effect exerted by sh*Trp63* and PD-1 mAb treatment was markedly diminished (Fig. 5J, K). We then performed additional mouse model experiments using sh*Trp63* SCC cells and treated these animals with either IgG isotype antibody, IFNγ blocking antibody or CD8 blocking mAb. Under the IFNγ blocking condition, tumors continued to grow and the tumor weight was significantly higher compared with that of the control group treated with IgG isotype antibody (Supplementary Fig. 7D), suggesting that the reduced tumor growth caused by knockdown of TP63 was mediated at least partially by the IFNγ signaling. In addition, depletion of CD8^+^ T cell with CD8 mAb also resulted in continued tumor growth and elevated tumor weight (Supplementary Fig. 7E), strongly suggesting that inhibiting TP63 synergistically enhances the anti-tumor effect of PD-1 mAb by enhancing CD8^+^ T cell infiltration and activity.

### TP63 suppresses IFNγ pathway by inhibiting STAT1 transcription

To elucidate the underlying mechanism of TP63 in the suppression of IFNγ signaling, we first interrogated TP63 occupancy at those 23 ISGs regulated by TP63 using ChIP-seq data from us and others^26–28^. While TP63 strongly bound its canonical targets such as *SOX2*, no binding peaks were observed at any of the 23 ISGs (Fig. 6A and Supplementary Fig. 8), indicating that TP63 indirectly regulates the transcription of these ISGs.

**Fig. 6:**
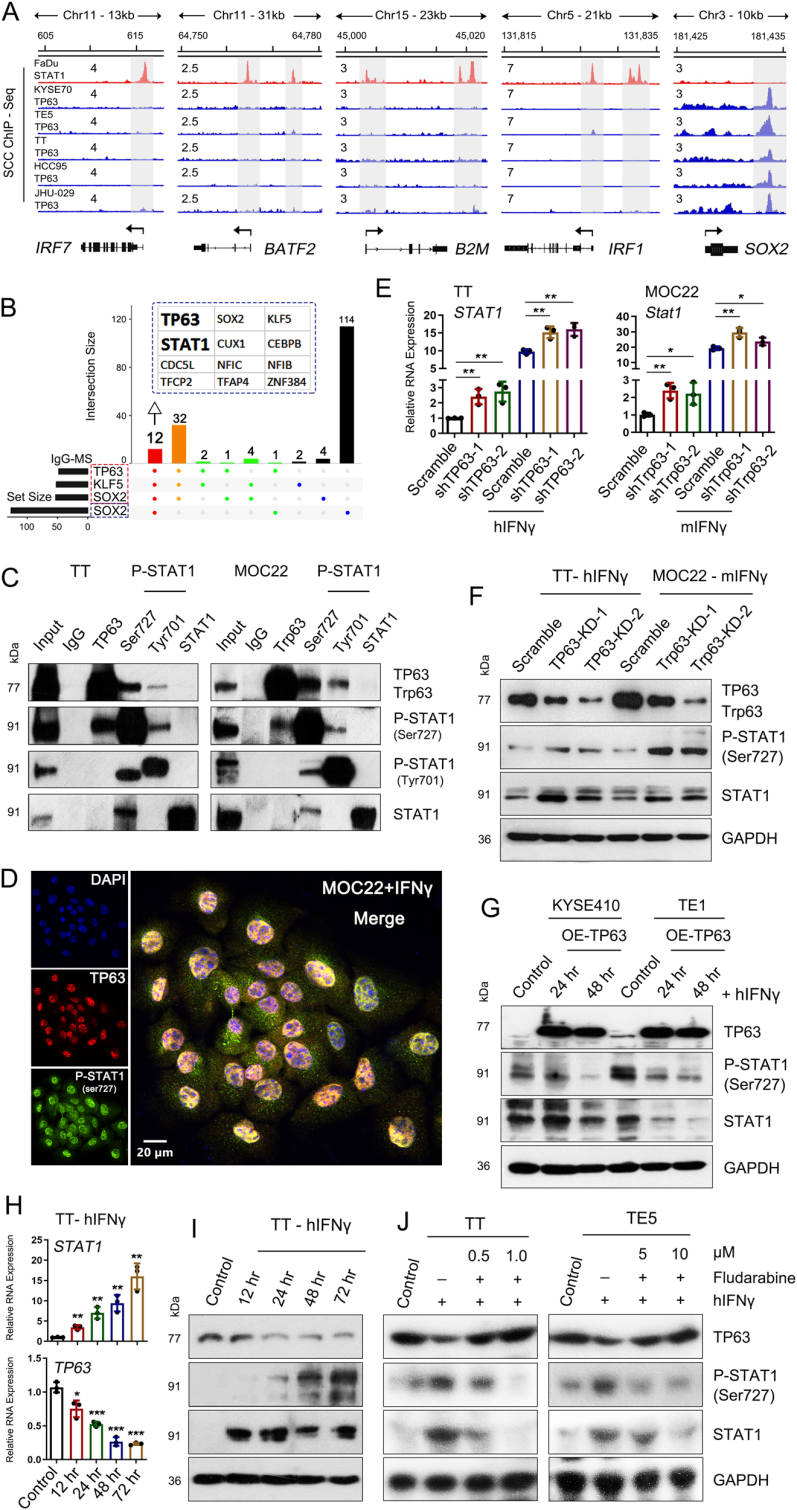
TP63 suppresses ISGs by inhibiting STAT1. **A** Integrative genomic viewer (IGV) tracks of ChIP-seq revealing binding peaks for STAT1 and TP63 on the promoter or enhancer loci of indicated IFN response genes. The occupancy of TP63 at the *SOX2* locus is shown as a positive control. ChIP-seq data were retrieved from GSE78212, GSE46837, GSE106563, and GSE148920. Gray shadows highlighting promoter region of each gene. **B** TP63-interactome analysis by cross-referencing immunoprecipitation-mass spectrometry (IP-MS). Blue, green, and red dots indicate respectively solo-, duo- or trio-interacted proteins with TP63, KLF5, or SOX2. The 12 common proteins showing interaction with TP63, KLF5, and SOX2 in both datasets were listed. Data in red dotted-line rectangle were from our previous publication^28^; SOX2-MS data was retrieved from Watanabe et al. ^26^. **C** Co-IP followed by Western blotting analysis showing the protein interaction between TP63 and phosphorylated STAT1 (Ser727 and Tyr701) in both human TT and murine MOC22 cells. **D** Representative IF staining displaying the localization of TP63 and p-STAT1 (Ser727) in MOC22 cells stimulated with IFNγ (100 ng/mL). Zoom-in view as shown on the right. The similar results were repeated in three biologically independent experiments. **E**, **F** qRT-PCR (**E**) and Western blotting (**F**) analysis revealing relative mRNA and protein levels of STAT1, TP63 and p-STAT1 in both TT and MOC22 cells expressing Scramble or sh*TP63*/sh*Trp63* ± IFNγ (100 ng/mL) for 48 h. *P* value for the comparison from left to right in **E**: 0.0081, 0.0099, 0.0061, 0.0049, 0.0064, 0.0314, 0.0056, and 0.0463. **G** Western blotting analysis showing levels of indicated proteins. SCC cells (KYSE410 and TE1) with low expression of *TP63* were transfected with *TP63* over-expression (OE) or empty vector (Control) following 24 and 48 hr stimulation of IFNγ (100 ng/mL). The results were repeated with three biologically independent experiments in two cell lines. **H**, **I** qRT-PCR (**H**) and Western blotting (**I**) analysis revealing a time-dependent expression of STAT1, TP63, and p-STAT1 in TT cells in responding to the stimulation of IFNγ (100 ng/mL). *P* value for the comparison from left to right in **H**: 0.0017, 0.0020, 0.0021, 0.0013 for *STAT1* expression; 0.0191, 0.0004, 0.0002, 5.08E-05 for *TP63* expression. **J** Western blotting showing expression of STAT1, TP63, and p-STAT1 in both TT and TE5 cells treated with IFNγ (100 ng/mL) or/and Fludarabine, a STAT1-specific inhibitor. The results of panels (**E**–**H**, **J**) were repeated with three biologically independent experiments in two cell lines. The results of panels (**C**, **I**) were repeated in four biologically independent cell lines. **E**, **H** Data represent mean ± SD of three biologically independent experiments. *P* values were determined using a two-sided *t* test. *P < 0.05, **P < 0.01, ***P < 0.001. Source data are provided as a Source Data file.

We next determined TP63-interacting proteins in SCCs by re-analyzing two public immunoprecipitation-mass spectrometry (IP-MS) datasets from us and others^26,28^. Among a total of 114 candidate TP63-interacting proteins, 12 were shared in both datasets, which notably included STAT1, a key mediator of the IFNγ signaling (Fig. 6B). Following co-immunoprecipitation (co-IP) assays confirmed the physical interaction between endogenous TP63 and p-STAT1 (particularly at Ser727 and weakly at Tyr701) proteins in both of human and murine SCC cells using either TP63 or p-STAT1 antibodies for reciprocal immunoprecipitation (Fig. 6C and Supplementary Fig. 9A). Furthermore, IF and western blot assays validated the co-localization of TP63 and p-STAT1 in the nucleus upon the stimulation of IFNγ, while unphosphorylated STAT1 primarily located in the cytoplasm (Fig. 6D and Supplementary Fig. 9B). These results were in agreement with previous reports that IFNγ stimulation results in phosphorylation of STAT1 (p-STAT1), which translocates into the nucleus^30,31,40,41^. We next examined the occupancy of STAT1 at those ISGs using published STAT1 ChIP-seq data, the specific binding of STAT1 was observed at the promoter and/or distal regulatory regions of many of those 23 ISGs, such as *IRF7*, *BATF2*, *B2M*, *IRF1*, *ISG20, IL15*, *IFI44* (Fig. 6A and Supplementary Fig. 8). These results indicate that the repression of ISGs by TP63 was possibly achieved via the interplay with STAT1.

To understand the relationship between TP63 and STAT1, we first assessed both the mRNA and protein levels of STAT1 after knockdown of *TP63*. Notably, *TP63* knockdown and IFNγ stimulation elevated both mRNA and protein levels of STAT1 as well as p-STAT1 (Fig. 6E, F and Supplementary Fig. 9C). Importantly, IFNγ-induced levels of both STAT1 and p-STAT1 were diminished by ectopic expression of *TP63* (Fig. 6G and Supplementary Fig. 9D), suggesting that TP63 suppresses the IFNγ pathway and ISGs expression by inhibiting STAT1.

On the other hand, we unexpectedly observed strong and consistent downregulation of TP63 at both mRNA and protein levels upon IFNγ administration across multiple cell lines, in a time-dependent manner (Fig. 6H, I and Supplementary Fig. 9E and F). These results imply that TP63 and STAT1 negatively regulate the expression of each other. To test this, we utilized a STAT1-specific inhibitor, Fludarabine^42^, which diminished both the mRNA and protein levels of STAT1 and p-STAT1 stimulated by IFNγ (Fig. 6J and Supplementary Fig. 10A, B). Importantly, IFNγ-induced downregulation of TP63 was fully reversed by the treatment with Fludarabine (Fig. 6J and Supplementary Fig. 10A, B). Consistent with the results obtained by the treatment of STAT1 inhibitor-Fludarabine, knockdown of *STAT1* significantly increased the protein levels of TP63 (Supplementary Fig. 10C). These results confirm the presence of a reciprocal inhibitory relationship between TP63 and STAT1.

### Antagonistic regulation between TP63 and STAT1 dictates the IFNγ signaling in immune response to SCCs

To probe the mechanistic basis of the reciprocal inhibition between TP63 and STAT1, we interrogated the genome-wide occupancy of these two TFs by ChIP-Seq in SCC cells. We identified 6.8% (1,912/28,293) of TP63/STAT1-shared peaks, 40.8% (11,546/28,293) of STAT1-unique peaks and 52.4% (14,835/28,293) of TP63-unique peaks (Fig. 7A). The majority of TP63 and STAT1 binding peaks were located at intergenic and intron regions, and 8.6-11.2% peaks were enriched at promoters (Fig. 7B). Concordantly, DNA-binding motif sequence analysis identified significant enrichment of both TF-binding motifs in shared peaks; in contrast, in unique peak sets for each TF, only corresponding TF motif was exclusively enriched (Fig. 7C). We next preformed Gene Ontology (GO) enrichment analysis based on either TP63- or STAT1-uniquely occupied regions (Supplementary Fig. 10D, E) and peak-assigning genes (Fig. 7D, E). Uniquely occupied regions by TP63 were predominantly assigned to genes enriched in processes related to epithelial cell proliferation, ERBB signaling pathway, and cell growth pathways. In comparison, those specifically bound by STAT1 were primarily associated with immune response pathways, including IFN signaling, cytokine-mediated signaling, and T cell activation signaling (Fig. 7D, E and Supplementary Fig. 10D, E).

**Fig. 7:**
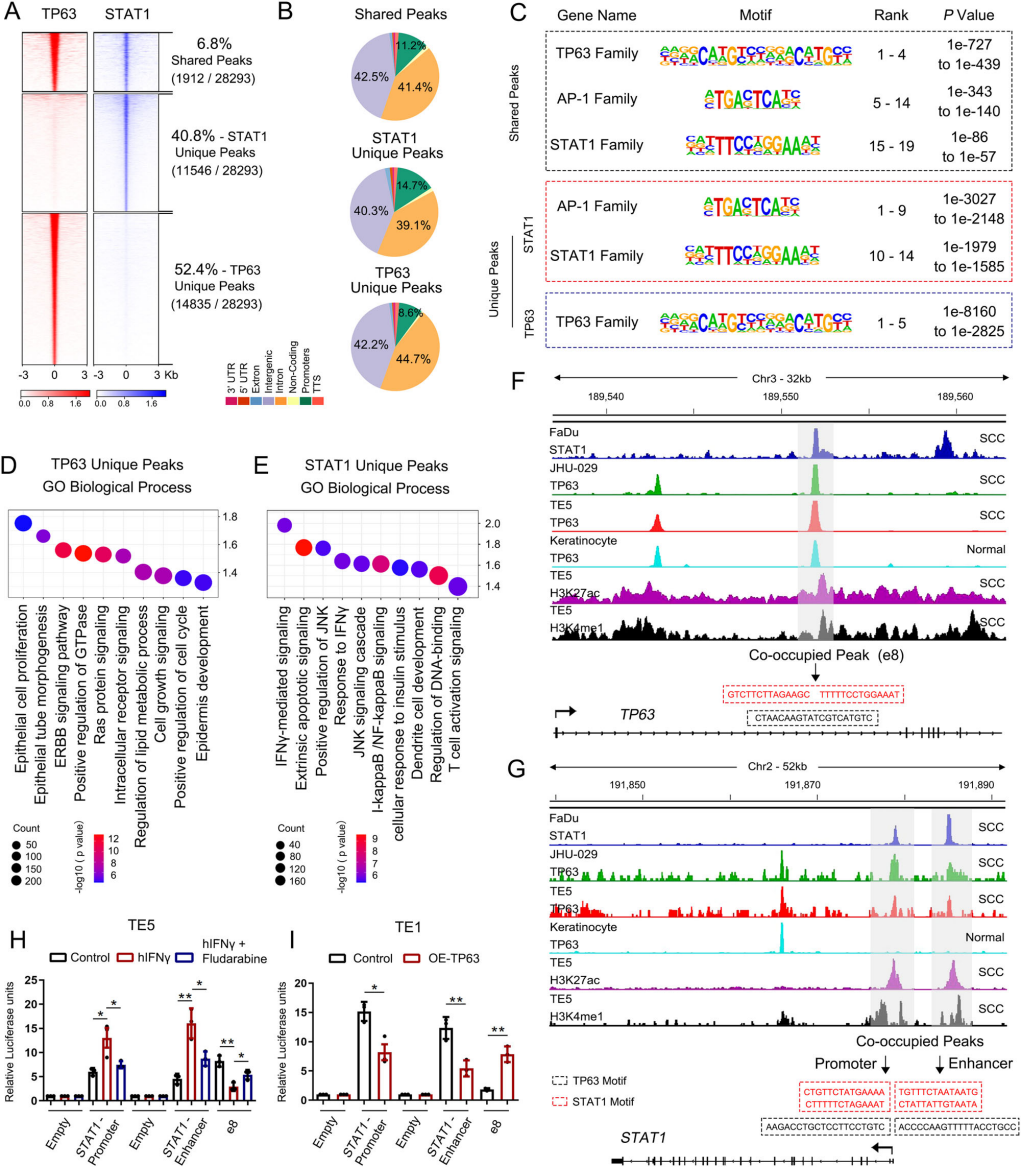
Antagonistic transcription regulation between TP63 and STAT1 in SCCs. **A** Density plots of ChIP-seq signals of TP63 and STAT1 at ± 3 kb windows flanking the center of TP63 peaks. Color bars at the bottom show reads-per-million-normalized signals. Data were from GSE46837, GSE106563, and GSE148920. **B** Pie chart showing genome-wide distribution of the regions uniquely- or co-occupied by TP63 and STAT1. **C** Representative top TF motif sequences enriched at TP63 or/and STAT1 uniquely- or co-occupied loci revealed by de novo motif analysis. **D**, **E** Gene Ontology (GO) functional categories of TP63 (**D**) or STAT1 (**E**) uniquely occupied peak-assigning genes in **A**. **F**, **G** IGV tracks from ChIP-seq data of indicated factors at either *TP63* (**F**) or *STAT1* (**G**) gene loci. Gray shadows highlighting enhancer or promoter elements that are co-occupied by TP63 and STAT1. Black font sequences: TP63 binding motif; Red font sequences: STAT1 binding motif. **H**, **I** Relative luciferase activity of pGL3-enhancer (1st Empty), pGL3-enhancer+*STAT1* promoter, pGL3-promoter (2nd Empty), pGL3-promoter+ *STAT1* enhancer, pGL3-promoter+e8 upon stimulation with IFNγ (100 ng/mL) +/− Fludarabine (10 µM) in *TP63*-high TE5 cells (**H**) or over-expression of *TP63* in *TP63*-low TE1 cells (**I**). Relative luciferase activity comparison of Control vs. IFNγ, IFNγ vs. IFNγ + Fludarabine in **H**: *P* = 0.0251 (*) and *P* = 0.0492 (*) for *STAT1*-promoter group, *P* = 0.0037 (**) and *P* = 0.0213 (*) for *STAT1*-enhancer group, *P* = 0.0033 (**) and *P* = 0.0318 (*) for e8 group. Relative luciferase activity comparison of Control vs. OE-TP63 in **I**: *P* = 0.0137 (*) for *STAT1*-promoter group, *P* = 0.0068 (**) for *STAT1*-enhancer group, *P* = 0.0016 for e8 group. **C**–**E** Statistical analysis was determined by hypergeometric test. **H**, **I** Data represent mean ± SD of three biologically independent experiments. *P* values were determined using a two-sided *t* -test. Source data are provided as a Source Data file.

Notably, at the *TP63* locus, we identified a distal peak co-occupied by both TFs (Fig. 7F). Importantly, using 4C-Seq and CRISPR/Cas9 genome editing, we have recently established this peak, which we termed e8, as a functional enhancer promoting the transcription of *TP63*^28^. Reciprocally, in the *STAT1* locus, we observed that TP63 and STAT1 co-occupied both *STAT1* promoter and a distal region, a possible *STAT1* enhancer with both H3K27ac and H3K4me1 marks (Fig. 7G). Therefore, we hypothesized that TP63 and STAT1 mutually suppressed the transcription of each other through regulating these co-occupied regulatory elements. To test this, luciferase reporter assays were performed (Fig. 7F–I and Supplementary Fig. 10F). Consistent with the increased expression of STAT1 (Fig. 6E, F, H, I), IFNγ stimulation potently enhanced luciferase reporter activities of *STAT1*-promoter and *STAT1*-enhancer (Fig. 7G, H and Supplementary Fig. 10F). Notably, IFNγ administration significantly inhibited the reporter activity of e8 element of *TP63*. Importantly, STAT1 inhibitor-Fludarabine reduced the reporter activities of *STAT1*-promoter and *STAT1*-enhancer, while increased those of e8 (Fig. 7F, H and Supplementary Fig. 10F). Moreover, over-expression of *TP63* inhibited the activity of both *STAT1*-promoter and *STAT1*-enhancer, while significantly increased the activity of e8 (Fig. 7F, G, I). To determine if *TP63*-knockdown and *STAT1*-overexpression (*STAT1*-OE) have similar effects in the SCC mouse models, additional in vivo experiments were performed using either empty vector control or *STAT1*-OE SCC cells. Overexpression of STAT1 in HNM007 cells was verified using qRT-PCR and western blotting assays and then used for syngeneic mouse model experiments (Supplementary Fig. 10G). Importantly, consistent with the results from *Trp*63-knockdown mouse model, *STAT1*-OE significantly decreased tumor growth and tumor weight relative to those in the control group without affecting the body weight of mice (Supplementary Fig. 10H–J). Taken together, these results demonstrate that TP63 and STAT1 mutually suppress the expression of each other by co-occupying and co-regulating their own promoters and enhancers, which determines immune response by regulating CD8^+^ T cell activity (Fig. 8).

**Fig. 8:**
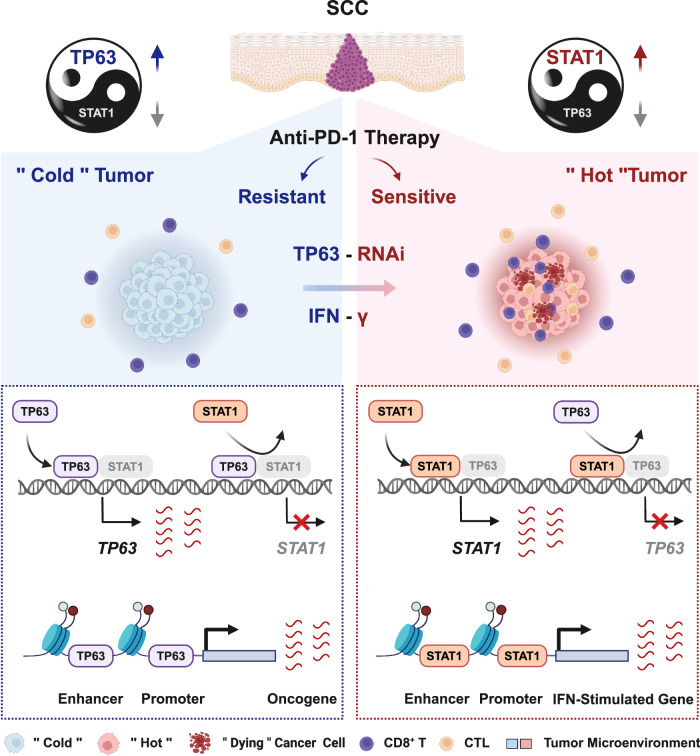
Proposed model of TP63-suppressed immune response in squamous cancer. Squamous cell master regulator TP63 represses the IFNγ signaling through antagonizing STAT1 in occupying the regulatory elements of themselves. The relative expression between STAT1 and TP63 dictates the strength of IFNγ signaling, which determines immune response by regulating CD8^+^ T cell activity. Inhibition of TP63 improves anti-tumor effect of PD-1 mAb therapy. The Figure was created with BioRender.com.

## Discussion

A negative correlation between the expression of TP63 and inflammatory/immune response-associated genes in HPV^+^ HNSCC tumors was recently revealed using computational GO enrichment analysis^43^. Here we reveal a tumor-extrinsic role of TP63 in promoting immune evasion of SCC cells by suppressing the IFNγ-STAT1 signaling. Moreover, our data from mouse models and human patient samples demonstrate that high expression of TP63 impedes CD8^+^ T cell infiltration and tumor killing; inhibition of TP63 enhances the efficacy of PD-1 mAb therapy. These results provide insights into how SCC cells escape immunological surveillance, and suggest targeting IFNγ-TP63/STAT1 axis as a potential strategy to improve anti-tumor immunotherapeutic effect and overcome ICB resistance of SCCs.

IFNs are a family of pleiotropic cytokines that have the potential to regulate transcription of hundreds of downstream genes, influencing protein synthesis, autophagy, apoptosis, angiogenesis, innate, and adaptive immunity^30,31,44^. Defective IFNγ signaling is associated with immune evasion and resistance to ICB therapy in melanoma^45–48^, colorectal cancer^47,49,50^, and breast cancer^51^. In the present study, we propose a reciprocal inhibition between TP63 and STAT1 which dictates the strength of IFNγ signaling, supported by multiple lines of evidence. First, IFNγ treatment resulted in an upregulation of STAT1 and many ISGs, including *IRF1, MHC-I, B2M,* and *BATF2*, as well as downregulation of TP63 expression. Over-expression of TP63 decreased the expression of STAT1 at both mRNA and protein levels. Secondly, TP63 and p-STAT1 physically interacted with each other at the protein level. Finally, TP63 and STAT1 form a seesaw-like transcription regulation on their own cis-regulatory elements (e8, *STAT1*-promoter, *STAT1*-enhancer) that were co-occupied by STAT1 and TP63 to mutually suppress the expression of each other. The three elements regulated the relative expression of TP63 and STAT1, which determines the strength of IFNγ signaling of SCCs.

Treatment with ICB antibodies against PD-1/PD-L1 has significantly improved outcomes of a subset of advanced SCC patients^3,7–11,52^. However, most patients either do not respond (60-80%) or develop resistance to treatment. Our findings elucidate a mechanism by which SCC cells escape immune surveillance via the function of TP63, which is often over-expressed in SCCs. Our preclinical animal studies showed a markedly improved efficacy of PD-1 mAb treatment following TP63 inhibition. In addition, antibody depletion of CD8^+^ T cells significantly reversed the reduction of tumor volume caused by sh*TP63* and PD-1 mAb treatment, demonstrating that the function of TP63 in immune response is mediated through CD8^+^ T cells.

In SCC patient samples, we identified that *TP63* expression is negatively correlated with CD8^+^ T cell infiltration and the expression of effective cytotoxic markers such as *GZMB*, *GZMK,* and *PRF1*. Supportively, in a phase I clinical trial of ICB therapy (NCT02742935), low expression of *TP63* was shown to be enriched in a subset of “immune modulation” ESCC patients, who were more responsive to single PD-1 mAb therapy^7^. This same study also identified a 28-feature classifier associated with ICB therapy response, with *TP63* expression ranked as the second most significant feature^7^. These independent observations from patient samples underscore the importance of TP63 in regulating anti-tumor immune response, and suggest that TP63 expression might serve as a biomarker associated with immune-cold tumors in SCCs. Inhibition of TP63 may be a potential approach to turn immune-cold SCC tumors into immune-hot ones. However, TP63 has two isoforms (TAp63 and ΔNp63), which often exert opposite functions in cancer biology^53,54^. Therefore, for biomarker studies, it is imperative to discern the relative expression of TAp63 and ΔNp63.

We also find the dual function of IFNγ in both activation of STAT1 and suppression of TP63. Therefore, IFNγ administration may be beneficial for SCC patients with high expression of TP63. IFN therapies have historically been evaluated in clinical trials for cancer treatment, but one of the biggest barriers is the dose­limiting side effects^31^. Nevertheless, in certain patients with breast, melanoma and ovarian cancers as well as in preclinical animal models, encouraging effects have been observed when using IFNα, IFNβ, or IFNγ^31,55–58^. These studies also noted that IFN therapies were most effective in an early, adjuvant treatment setting. Therefore, early use of IFNγ, combined with ICB treatment may represent a potential treatment strategy for SCC patients with high expression of *TP63*.

## Methods

### Patient samples

Human ESCC and operative margin tissues were procured from surgical resection specimens. All of the patients received no treatment prior to surgery and signed separate informed consent forms for sample collection. Formalin-fixed paraffin-embedded (FFPE) samples from 10 ESCC patients were used for H&E and immunofluorescence staining analysis. The study was approved by the Ethics Committee of the Cancer Institute (Hospital), Chinese Academy of Medical Sciences (CAMS) & Peking Union Medical College (PUMC) (No. 16-171/1250).

### Mice

C57BL/6 J mice were purchased from Jackson Laboratory or Gem Pharmatech (Nanjing, China). OT-I TCR (C57BL/6-Tg (TcraTcrb)1100Mjb/J) transgenic mice were purchased from The Jackson Laboratory or provided by Dr. Zhengfan Jiang (Beijing, China) and housed in a specific pathogen-free facility in Cedars-Sinai Medical Center (Los Angeles, USA) or Hefei Institutes of Physical Science, Chinese Academy of Sciences (Hefei, China), respectively. Mice were used between 6 and 12 weeks of age. Animal studies were respectively approved and performed according to the ethical regulations of Cedars-Sinai Institutional Animal Care & Use Committee (CSMC IACUC) and the animal care regulations of Hefei Institutes of Physical Science, Chinese Academy of Sciences.

### Cell lines

TE5 and TT cell lines were kindly provided by Dr. Koji Kono (Cancer Science Institute of Singapore, Singapore). AKR and HNM007^59,60^ cell lines were a gift from Dr. Anil K. Rustgi (Columbia University Irving Medical Center, USA). MOC1, MOC22^61^ were from the laboratory of Dr. Ravindra Uppaluri (Dana-Farber Cancer Institute, USA). TE5 and TE1 cells were grown in RPMI-1640 (Biowest; Wisent) medium supplemented with 10% FBS (Wisent; Biowest), and 1% penicillin/streptomycin (Gibco). TT, AKR and HNM007 cells were cultured with Dulbecco’s modified Eagle’s medium (DMEM) (Biowest and Wisent) containing 10% FBS and 1% penicillin/streptomycin. MOC1 and MOC22 cells were cultured in IMDM and Ham’s Nutrient Mixture F12 media (at 2:1 v/v, Hyclone) supplemented with 5% FBS, 1% penicillin/streptomycin, 5 μg/mL insulin, 40 ng/mL hydrocoritsone and 5 ng/mL EGF. All cell lines were cultured in a humidified incubator at 37 °C in 5% CO_2_ and passaged every 2–3 days. All the cell lines were authenticated through short tandem repeat (STR) analysis before using in experiments.

### Construction of expression vectors

To silence TP63 in human cells, two previously verified shRNA vectors were used by respectively targeting all *TP63* isoforms (shRNA-1) and specifically targeting only *ΔNp63α* isoform (shRNA-2)^28^. In murine cell lines and mouse models, a tetracycline-inducible shRNA-expressing vector-Tet-pLKO-puro (Addgene, #21915) was used (Supplementary Table 1). Synthesized forward and reversed oligos were annealed to be double-stranded oligonucleotide shRNAs and then cloned into the AgeI/EcoRI sites of the pLKO.1-TRC (Addgene #10878) or Tet-pLKO-puro vector. pcDNA3.1/hygro and deltaNp63alpha-FLAG (Addgene, # 26979) plasmids were purchased from Addgene (Supplementary Table 1). The siRNA, shRNA, and primer sequences were listed in Supplementary Table 2.

### Cell transfection and lentiviral production

Cells were seeded in 6/12-well plates at 40% to 60% confluence. After 16 to 24 h, siRNA or constructed vectors were transfected into cells using Lipofectamine RNAiMAX (Thermo Fisher Scientific) or jetPRIME (Polyplus) according to the manufacturer’s instructions. Lentivirus production was performed as described previously^32,62^. 24 hour prior to transfection, cells were plated in a 6-well plate at 70–90% confluence. The next day, the recombinant lentiviral vectors and packaging vectors (psPAX2 and pMD2.G) at 1:1 ratio were co-transfected into HEK-293T cells. Supernatants containing lentiviral particles were collected at 48 h timepoint and filtered through a 0.45 µM filter.

### Generation of inducible shRNA-expressing cell lines

For the development of stable shRNA-expressing cell line models, SCC cell lines were infected with lentiviruses containing either inducible non-targeting shRNA (Scramble) or inducible *Trp63* shRNA and were then positively selected in 10 µg/mL puromycin (Sigma-Aldrich). The efficient knockdown of *Trp63* was verified by western blot analysis.

### Syngeneic murine SCC models

For the syngeneic murine SCC models and allograft experiments, 6-week-old male C57BL/6 J mice were used. Constructed stable murine SCC cells were subcutaneously to injected into the flanks of mice (5×10^5^−1×10^6^ cells for each injection). Three different murine SCC cell lines derived either from oral cavity (MOC22) or esophagus (AKR and HNM007) were utilized. Once tumor reached an appropriate size (about 100 mm^3^; 10 days after inoculation of MOC22 and 5 days of AKR and HNM007), doxycycline (Dox, 2 mg/mL) were added in drinking water to silence the expression of *Trp63*. Tumor growth was monitored over 4–6 weeks, and tumor size was measured every 3 days. Mice were euthanized with isoflurane (RWD) followed by cervical dislocation at the end of the experiment (7 days or 20 days after cell injection) or tumor exceeding the size endpoint of 1500 mm^3^. Tumors were harvested thereafter for scRNA-seq and flow cytometry analysis. Meanwhile, paraffin-embedded tumor blocks were prepared for further analysis.

### In vivo treatments

For in vivo treatment, indicated SCC cells were injected subcutaneously into C57BL/6 J mice and sh*Trp63*-expressing was induced with Dox as mentioned above. To test whether silencing of *Trp63* enhanced the effect of PD-1 mAb therapy, these tumor-bearing mice were treated with either PD-1 mAb (BE0146, BioXcell) or IgG isotype control (IgG2a, BE0089, BioXcell). To examine whether tumor-suppressing functions of TP63-mediated effects was dependent on CD8^+^T cells, either CD8 depletion mAb (BE0061, BioXcell) or IgG isotype control (IgG2b, BE0089, BioXcell) was co-treated with PD-1 mAb. All the mAbs were given by intraperitoneal injection (i.p., 100 μg/injection/mouse) once every 3 days for up to 2 weeks. For the CD8 mAb blocking experiments, CD8 mAb was conducted beginning on the 5^th^ day of the transplantation of tumor cells. The specific treatment timepoints were labeled in the main Figures and legends.

### T cell-mediated tumor cell killing assays

#### Isolation and in vitro activation of CD8^+^ T Cells

Splenocytes were isolated and collected from the spleen of OT-I TCR mice by gently mashing using 1 mL plunger end of the syringe in complete RPMI 1640 medium containing 10% FBS. The red blood cells were lysed with RBC Lysis Buffer (420301). Splenocytes were stimulated by incubation with 300 ng/mL SIINFEKL (OVA_257–264_ peptide) (Sigma-Aldrich) for 24 hr and cultured in media supplemented with IL-2 (100 U/mL (Peprotech) for 2 days. CD8^+^ T cells were then subsequently isolated using MojoSort™ Mouse CD8 T Cell Isolation Kit (480007) and cultured with IL-2 for an additional 3 days before use in co-culture assays. Successful enrichment and activation of CD8^+^ T cells were confirmed by flow cytometry using antibodies against CD45 (103112), CD3 (100233) CD8 (100706), and CD69 (104507). All the antibodies and agents for flow cytometry were purchased from BioLegend except for special statement.

#### T-cell cytotoxicity assays

Murine SCC cells transfected with either sh*Trp63* or non-targeting control (Scramble) vector and incubated with 10 ng/mL IFNγ. After 24 hr, SCC cells were pulsed with 1 ng/mL of OVA_257–264_ for 2 hr and plated in 96-well plates. Activated OT-I CD8^+^ T cells were then added and incubated with tumor cells at different effector: target ratios (E:T = 1:1 and 5:1). After 48 hr, both SCC cancer cells and CD8^+^ T cells were harvested and subjected to cytotoxicity analysis. Living SCC cells were quantified by a spectrometer at OD (570 nm) followed by crystal violet staining; while the cytotoxicity of CD8^+^ T cells was measured by flow cytometry staining of GZMB (372212) and IFNγ (505823). The specific schematic view was described in the main Figures and legends.

### Flow cytometry

For mouse samples, single-cell suspension of AKR and HNM007-allograft tumors were obtained by manual dissociation with rapid physical grinding and digestion in 5 mg/mL collagenase IV (Invitrogen) and 0.25% Trypsin-EDTA (Gibco) supplemented with 10 U/mL DNase I (Sigma-Aldrich). Immune cells were enriched using CD45 MicroBeads (Miltenyi Biotec) and blocked with Fc Block™ (anti-mouse CD16/32) antibody (BD Biosciences). Live cells were determined with Fixable Viability Stain 450 (562247, BD Biosciences) then stained with APC-CD45 (103112), BV510-CD3 (100233), FITC-CD8 (100706), PE-CD69 (104507) on ice for 20 min. To quantify intracellular GZMB and IFNγ, PerCP/Cyanine5.5-GZMB (372212) and AF700-IFNγ (505823) antibodies were respectively incubated after fixation and permeabilization by True-Nuclear™ Transcription Factor Buffer Set (424401).

For T-cell cytotoxicity assays, CD8^+^ T cells were harvested and incubated with PerCP/Cyanine5.5-GZMB antibody (372212). Data were acquired on a CytoFLEX (Beckman, USA) and analyzed using FlowJo v10.8.1 software.

### Western blotting and co-immunoprecipitation

Adherent cells were washed with 1× PBS and dislodged using a cell scraper. Proteins were extracted using RIPA lysis buffer (Merck Millipore; Solarbio) supplemented with protease inhibitors and phosphatase inhibitors (Roche). Protein concentrations were measured by BCA protein assay kit (Thermo Fisher Scientific; Beyotime). Equal amount of protein for each sample was loaded for SDS-PAGE separation and transferred onto the PVDF membrane (Merck Millipore) for determination. Primary antibodies were incubated overnight at 4 °C on a shaker, followed by incubation with secondary antibody for 1–2 hr at room temperature. Membranes were incubated with ECL detection reagent (Vazyme, China) for 1 to 2 min, and the results were visualized on X-ray film in a dark room.

For immunoprecipitation, 500 µg cell lysate was incubated with either indicated antibody or IgG overnight at 4°C. The immunoprecipitated complex were then incubated with Protein A/G (Thermo Fisher Scientific; Beyotime) for 4 hr at 4°C, followed by purification and Western blotting assays. The antibodies used for Western blotting and co-IP were listed in the Supplementary Table 1.

### Immunofluorescence

Sections of formalin-fixed paraffin-embedded tissues were cut into 5 μm sections using a microtome (Leica, Germany). Slides were baked for 2 hr at 65°C, and then deparaffinized with xylene and rehydrated with ethanol (100%-90%-80%-70%). Antigen was retrieved at sodium citrate antigen retrieval solution (Solarbio, China) using microwave and maintained at a sub-boiling temperature for 15 min. The samples were blocked for 1 hr at 37 °C in blocking buffer consisting of 0.3% Triton X-100 (Beyotime) and 3% donkey serum (Kang Yuan Biology, China) in PBS. Primary antibodies including CD8α (1:300; 70306, Cell Signaling Technology) and p63 (1:100; GTX102425, GeneTex) were incubated overnight at 4 °C. The next day, the samples were incubated with fluorescence conjugated secondary antibody (Thermo Fisher Scientific) for 1 hr at 37 °C and mounted with a mounting medium containing DAPI (ZSGB-BIO, China). Immune fluorescence images were acquired using an Olympus SpinSR10 spinning disk confocal super-resolution microscope (Olympus, Japan).

### Dual luciferase reporter assay

The luciferase reporter vectors were purchased from Promega. The DNA fragments of each promoter or enhancer identified by ChIP-seq were amplified using PCR and then inserted into pGL3-enhancer or pGL3-promoter vector, respectively. Transfection was performed as mentioned above. A Renilla luciferase vector was co-transfected as a control for normalization. The luciferase activity was measured with a Dual-Luciferase Assay (Promega; YEASEN) using a SpectraMax i3x Multi-Mode Microplate Reader (Molecular Devices, USA) according to the manufacturer’s instructions. The primers used for the amplification of each region were listed in Supplementary Table 2.

### RNA isolation, cDNA synthesis, and quantitative real-time PCR

Total RNA was extracted with RNeasy Mini kit (QIAGEN) or Steady Pure Universal RNA Extraction Kit (Accurate Biology, China), and cDNA was synthesized with Maxima™ H Minus cDNA Synthesis Master Mix with dsDNase (Thermo Fisher Scientific) or Evo M-MLV RT Premix (Accurate Biology, China). The quantitative real-time PCR analyses were conducted with PowerUp™ SYBR™ Green Master Mix (Thermo Fisher Scientific) or SYBR® Green Premix Pro Taq HS qPCR Kit (Accurate Biology, China). The housekeeping gene *GAPDH* was used for normalization. Primers used in the study were listed in the Supplementary Table 2.

### Mouse tumor dissociation and CD45^+^ immune cells selection

Resected mouse tumors from either non-targeting control or shT*rp63* C57BL/6 J mice were dissociated into single cells using the Miltenyi Mouse Tumor Dissociation Kit (Miltenyi Biotec) as per the manufacturer’s protocol, reducing enzyme R to 20%. Enrichment of CD45^+^ cells was performed using CD45 MicroBeads and the autoMACS Pro Separator (Miltenyi Biotec). Cells positive for CD45 were subsequently used in single-cell RNA-seq analysis.

### scRNA-seq library construction using the 10x genomics chromium platform

scRNA-Seq libraries were prepared per the Single Cell 3′ v3.1 Reagent Kits User Guide (10x Genomics, Pleasanton, California). Barcoded sequencing libraries were quantified by quantitative PCR using the Collibri Library Quantification Kit (Thermo Fisher Scientific, Waltham, MA). Libraries were sequenced on a NovaSeq 6000 (Illumina, San Diego, CA) as per the Single Cell 3′ v3.1 Reagent Kits User Guide, with a sequencing depth of ~40,000 reads/cell.

### Processing of scRNA-seq data of mouse CD45^+^ Cells

Raw reads were aligned to the mm10 reference genome using Cell Ranger (v.7.0.0) with default parameters^63^, and the expression matrices were generated per sample. After removing cells that had a total number of molecules less than 800, unique gene counts over 8000 or less than 200, or mitochondrial RNA content greater than 10%, 854 and 1057 cells were retained in Scramble and sh*Trp63* MOC22 tumors, respectively. Then, the Seurat (version 4.1.0) anchoring integration method was applied to correct the technical differences between datasets^64^. We chose 2000 highly variable genes to identify anchors using FindIntegrationAnchors and then integrated two datasets together with IntegrateData. Next, we performed a linear transformation with ScaleData and performed principal component analysis (PCA) using RunPCA. Graph-based Louvain clustering was then performed on the top 10 principal components (PCs) using FindClusters with the option “resolution=0.6”. We identified the cluster-specific marker genes using the Wilcoxon test implemented in the FindAllMarkers function. The cell clusters were manually annotated according to these marker genes. Gene expression and clustering results were visualized on a UMAP plot using RunUMAP. Specifically, we reanalyzed CD8^+^ T cells to identify their subclusters by using the same method as described above.

### Annotation of murine immune cell types

Cell types were annotated based on the expression of known markers, i.e., *Cd8a* for CD8^+^ T cells; *Cd4* and *Foxp3* for CD4^+^ T cells; *Il17a* for Th17 cells; *Cd3d, Spry2* and *Bcl2* for NKT cells; *Gzma* and *Klra4* for NK cells; *Cd19, Cd79a*, and *Ly6d* for B cells; *Apoe, Ms4a7*, and *Lyz2* for Macrophage 1; *Ccl7* and *Mrc1* for Macrophage 2; *Plac8* and *Chil3* for Macrophage 3; *S100a9* and *S100a8* for Neutrophils 1; *Cd24a* and *Cyp4f18* for Neutrophils 2; *Fscn1, Ccr7* and *Ccl22* for Dendritic cells. For subclusters of CD8^+^ T cells, *Pdcd1, Ctla4* and *Icos* for exhausted T cell; *Ccl3* and *Jun* for effector T cells; *Tcf7* for naïve T cells.

### Reanalysis of scRNA-seq of human ESCC samples

We downloaded the raw expression matrices of CD45^-^ and CD45^+^ cells in 60 ESCC tumor and 4 adjacent normal tissue samples from GSE160269^20^. After normalizing the expression matrices and finding highly variable genes, we performed graph-based clustering on CD45^+^ and CD45^-^ cells respectively, and labeled the clusters using the cell information provided in GSE160269. For CD45^+^ dataset, *TP63* expression was extracted from each cell, and the average level was calculated for each ESCC tumor. For the CD45^-^ dataset, we extracted all T cells and identified their subclusters by using a similar method described above with the option “dims = 1:30, Resolution=1.5”. Immune cell types were identified according to the expression of known markers provided in the original paper. Gene expression and clustering results were visualized on a tSNE plot using RunTSNE. We next calculated the fractions of macrophages, dendritic cells, B cells, CD8 T cells, effector T cells, memory CD8 T/CD4 T cells, and exhausted T cells for each ESCC tumor and explored the correlation between the expression of *TP63* and the immune cell fraction across 60 ESCC tumors. We further binned ESCC tumors into *TP63*-high and *TP63*-low groups based on the top and bottom 15% of *TP63* expression, and compared their immune cell distribution.

### Hallmark pathway enrichment analysis

Cancer type with *TP63* average FPKM expression >=1 in TCGA project was chosen for Hallmark pathway enrichment analysis. For each cancer type, we binned tumor samples into *TP63*-high and *TP63*-low groups according to the top and bottom 30% of *TP63* expression. Then, the expression fold change of each gene was calculated by a comparison between these two groups. GSEAPrernked was next performed using the fold change as the input and the cancer hallmark gene sets as the library^65^. The enriched hallmarks with FDR  <  0.05 were identified.

### ChIP-seq analysis

The following ChIP-seq datasets were collected: TP63 ChIP-seq in the TE5 cell line (GSE148920)^28^ and STAT1 ChIP-seq in the FaDu cell line (GSE78212). After alignment to the hg19 reference genome, uniquely mapped reads were retained and sorted by the SAMtools (version 1.7) program^66^. We then removed PCR duplicates by the Picard MarkDuplicates tool (version 1.136) and further subtracted ENCODE blacklist regions using bedtools. ChIP-seq peaks were called by MACS2 (version 2.2.6) with the default parameters^67^. According to the overlap between TP63 and STAT1 peaks, we separated the binding regions into shared, TP63-unique and STAT1-unique peak sets. Sequence motif analyses were then performed through the HOMER findMotifsGenome.pl script using each peak set as the foreground and random regions as the background^68^. The potential TF-binding sequences with *q* value < 0.05 were reserved.

### Quantification and statistical analysis

Significant difference between two groups was analyzed using unpaired student *t*-test. Data was reported as the mean ± SD or independent replicates shown as individual data points, as indicated in the figure legends. Significance was defined as *P* < 0.05. Statistical analysis was carried out using GraphPad Prism 8. Correlation between variables was calculated by Pearson rank correlation coefficient. Details of statistical analysis, the number of samples for each group (n) and *P*-values were described in the results and figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

Materials and reagents used in this study are listed in the Supplementary Table 1. The scRNA-seq data generated in this study have been deposited in the NCBI-GEO database under accession code GSE221938 and are publicly available. Other accession numbers from publicly available datasets used in this study are listed in Supplementary Table 1. The remaining data are available within the article, Supplementary Information or Source Data file. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

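CD45+ immune cells of MOC22 allografts were measured by droplet single-cell RNA-seq (10x Genomics 3′ v3.1 chemistry) in 1 Scramble and 1 shTrp63 library, each a pool of 4 tumors of 4 mice. The authors deposited raw UMI counts per gene and barcode for 32285 genes, which they made by aligning the reads to mm10 with Cell Ranger 7.0.0 at default parameters; the deposited barcodes are those called as cells, before the cell filter of the paper. The gene annotation release is not given in the sources used here, and gene positions were taken from a GRCm38 annotation by Ensembl gene ID. Sequencing reads, flow cytometry and the human data were not analysed here.

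The filter of the methods kept 74.6% of the Scramble and 73.7% of the shTrp63 barcodes. Of all barcodes, 98 Scramble and 248 shTrp63 barcodes had fewer than 800 UMIs, 243 and 209 had more than 10% mitochondrial UMIs, and 2 and 0 had more than 8000 genes. The kept cells held 12229042 and 9385119 UMIs. Scrublet, run in scanpy 1.11.5 at an expected 0.8% of doublets per 1000 cells, called 0.351% and 0.0946% of the kept cells, a yield too low to count as removal of doublets. Clustering was done in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5) with 2000 variable genes, anchors over 30 dimensions, 10 principal components and Louvain resolution 0.6, and the CD8+ T cells were clustered again in the same way. A cluster took the class whose markers had the highest mean z-score over clusters, among the classes with at least 3 markers detected in at least 25% of its cells. It stayed unnamed if no class had 3 such markers, if another class had more markers than its own among its 10 leading genes by fold, or if it had none of its own there and its median UMIs were under 0.333 times those of its libraries. Cluster 11, neutrophil by this rule, and CD8 cluster 5, effector by this rule, were kept out of a class after their leading genes were seen. Shares carry exact Clopper-Pearson intervals and their differences Newcombe intervals, at 95%; counts of 0 were set at a floor of 3 counts. With 1 library per condition no test was possible, and intervals cover counting error only.

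For each class with at least 20 cells in both libraries, raw UMIs were summed per library, which left out neutrophils, at 37 and 11 cells. Ratios carry exact Poisson-based intervals, which treat UMIs as independent and do not cover the sampling of cells. Genes needed at least 20 UMIs over both libraries, and medians of gene lists carry intervals from 1000 Poisson redraws. Each list's median was ranked among 10000 random lists drawn from the 50 genes nearest in expression to each member; a list below percentile 2.5 or above percentile 97.5 is called outside the random lists. The lists were the mouse counterparts of the ISGs of Fig. 1C, cytotoxicity, checkpoint and exhaustion, T cell activation and early response, naive and memory, tissue residency, MHC class II, MHC class I presentation, interferon gamma response, type I interferon response, T cell recruiting chemokines, inflammatory myeloid, alternatively activated and tissue macrophage, lipid-associated and phagocytic macrophage, monocyte, hypoxia and glycolysis, cell cycle, dissociation stress, ribosomal proteins and NK cell genes, 20 in all; some share members, such as Jun and Fosb in the activation and dissociation stress lists and Ccl3 and Ccl4 in the activation, chemokine and inflammatory lists. Named were every gene the paper names for these data, 2 to 4 members per list chosen by expression among those past the size rule or else among all, and the highest and lowest ratios (10 each in CD8+ T cells and in macrophages and monocytes, 5 each elsewhere). For these the gene needed at least 50 CPM and UMIs in at least 10% of cells in its higher library and a level not far below that of the class with most of it, and mitochondrial, ribosomal protein, hemoglobin, immunoglobulin, T cell receptor variable and unnamed genes were left out. Further genes were named after their values were seen, among them those shown as background or as leading genes of a cluster. Genes with near-identical copies, such as Hspa1a and Hspa1b, Tgtp1 and Tgtp2, the Klra and Slfn genes and T cell receptor constant genes, can share UMIs, so their single values are uncertain. The median log2 ratio of all genes was 0.05 in CD8+ T cells and −0.01 in macrophages and monocytes.

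The rule for genes and lists was tested on simulated CD8+ T cell counts for 10330 genes, with 50 genes set to each ratio. It recovered 98% of the genes set to a ratio of 2, 100% at 3, 86% at 0.5 and 90% at 0.333, with 0% in the wrong direction. Of 10130 unchanged genes, 7.58% passed the size rule, and the interval of the ratio covered 1 for 95.8%. Of 200 unchanged lists, 7% lay outside the central range of the random lists. Counts were simulated as independent Poisson draws per gene, and the unchanged lists were genes picked at random. In the data, list members can move together and UMIs gather in few cells, as 10 Scramble CD8+ T cells held 47.4% of the Gzma UMIs. These rates therefore do not carry over to the lists and genes of the data.

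The alternatives for cells and clusters were a stricter filter (at least 1500 UMIs and at most 5% mitochondrial UMIs, which kept 665 and 808 cells), a looser one (at least 200 genes and at most 20% mitochondrial UMIs, 973 and 1245 cells), no integration, resolutions of 0.3 and 1.2 (0.9 for the CD8+ T cells), 20 principal components, doublets removed, a gate by marker UMIs in each cell, the same gate after thinning each cell to 800 UMIs, named classes as the denominator, CD8+ T cells clustered without the listed T cell genes, and each cell put to its highest subset score. Those for gene values were totals without mitochondrial and ribosomal protein genes, edgeR 4.0.16 TMM factors, means of the cells' own CPM, doublets removed, cells thinned to 2000 UMIs, at least 5 UMIs, a ratio of at least 2 and CD8+ T cells taken by the gate. Thinning left out 4 Scramble and 12 shTrp63 CD8+ T cells and 45 and 129 macrophages and monocytes. TMM shifted log2 ratios by −0.03 in CD8+ T cells, −0.05 in macrophages and monocytes, −0.10 in NK and NKT-like cells and −0.13 in the DC cluster. Alternatives chosen after the data were seen were droplets with a Malat1 UMI, clustering without the dissociation stress genes, cluster 11 and CD8 cluster 5 kept in the class the rule gave, macrophage clusters 2, 3 and 5 and NK and NKT-like clusters 6 and 7 alone, and CD8+ T cells without the MHC II cluster. Values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plotted with matplotlib 3.10.9.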

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

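Clustering without the dissociation stress genes and the values of single macrophage clusters were chosen after the clusters were seen. The predictions for the stress genes were written before the values of their tests were seen.

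Compared between the libraries, some gene lists stood apart from all or nearly all random lists. This section takes only lists that were higher in shTrp63, at a median log2 ratio of at least 0.5, and leaves out the DC cluster. Lists that were lower are given with each class. The paper names Isg15, Isg20 and Ifit1 for subsets of CD8+ T cells. In CD8+ T cells the type I IFN response list, in which no member was lower, had a median log2 ratio of 0.74, and 0.42 in cells taken by the gate. An Ifit1 UMI, from this list, was found in only 8.38% of Scramble and 14.4% of shTrp63 CD8+ T cells. In macrophages and monocytes the same list had a median of 0.56, 0.79 in cluster 2 alone and 0.38 when each cell was thinned to 2000 UMIs. In CD4+ T cells it had a median of 0.56 [0.15 to 0.85] with 6 of 13 measured genes higher and 0 lower, and −0.08 when each cell was thinned to 2000 UMIs. NK and NKT-like cells did not share this direction. There the type I IFN response list lay inside the random lists at −0.12. The IFNγ response list, at −0.30, and the ISGs of Fig. 1C, at −0.43, lay below them. The T cell recruiting chemokine list had a median of 1.22 [0.95 to 1.54] in CD4+ T cells over 4 measured genes, with Ccl3, Ccl4 and Cxcl10 higher and Ccl5 lower. In this cluster a Cd8a UMI was found in 28.8% of Scramble and 43.7% of shTrp63 cells and a Foxp3 UMI in 49.3% and 31.0%, so a different makeup of the class is not excluded. The inflammatory myeloid list, which shares Ccl3 and Ccl4 with it, had a median of 0.82 [0.19 to 1.25] in CD4+ T cells over 6 measured genes, and −0.60 when genes needed 5 UMIs.

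Dissociation stress genes were higher in the CD8+ T cells of shTrp63, at a median of 0.59, and led the effector-like cluster, whose share was 9.67 points higher. Outside that cluster the median log2 ratio of 6 heat shock genes was 0.12. The standard deviation over the 6 genes, taken to either side, gave −0.27 to 0.51. Hspa1b stood at 0.66, Hspa1a at 0.42, Hsph1 at 0.39, Dnajb1 at −0.15, Hsp90aa1 at −0.18 and Hspa8 at −0.28. This decides nothing, because leaving the cluster out takes away the cells high in these genes in both libraries. In other classes the stress list had medians of 0.45 (percentile 99.97) in NK and NKT-like cells, 0.03 in CD4+ T cells and 0.08 in macrophages and monocytes. It ran the other way, at −0.83, in the DC cluster, whose cells differed in makeup and depth between the libraries. Whether the shTrp63 library carried more stress RNA in every CD8 subset stays open. Whether the stress genes set the difference in the effector-like share stays open: clustered without them it was 6.96 points, and resampling of cells did not place this clearly above or below 0.5 times the main difference. That setting left the stress genes out of the clustering only. Jun, Fos, Junb, Fosb, Egr1 and Zfp36 of the stress list were still among the effector markers that named the clusters. It therefore could not take away the whole part of these genes. Handling of the tumors and an effect of the knockdown are both still open, since library and condition are the same split. No other biological explanation was tested.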

How the results depend on the processing

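Values for droplets with a Malat1 UMI, for single clusters, for clusters kept in the class the naming rule gave, without the MHC II cluster and without the dissociation stress genes were chosen after the data were seen.

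No paired analysis was possible because each condition had 1 library. Under the alternatives, 115 of 131 differences in share, a class of 1 cluster being counted once, stayed inside their main interval and 16 lay outside it. The sign was opposite to the main one for 9, of which 7 lay inside the interval; by result these were 3 for DCs, 2 for proliferating cells, 1 for cluster 2, 1 for cluster 7 and 2 for exhausted-like cells. Of 917 medians of gene lists, 719 stayed inside their main interval and 198 lay outside it. The sign was opposite for 89, of which 17 were of lists outside the random lists at the main settings. Of 92 tallies of list members past the size rule, 73 stayed within 1.5 times the main tally. Removal of the called doublets moved none of them, but that caller marked too few cells to test the effect of doublets. Thinning to 2000 UMIs left out 30 of 41 shTrp63 and 8 of 24 Scramble cells of the DC cluster and 129 of 263 shTrp63 macrophages and monocytes. IL-17 T cells formed no cluster without integration, nor did DCs under the stricter filter, so these gave no value. The cause of the movements below was not tested.

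The CD8+ T cell difference was higher in shTrp63 under all 11 alternatives. It was 27.9 points with the stricter filter, 13.1 with the gate after thinning to 800 UMIs and 30.1 among droplets with a Malat1 UMI. Among these droplets, cluster 0 differed by 15.3 points, cluster 1 by 14.8, macrophages and monocytes by −21.6 and cluster 2, in the opposite direction to its main value, by −0.172. Macrophages and monocytes differed by −22.4 points with the gate. Neutrophils differed by −7.29 points without integration, at resolution 0.3 and with cluster 11 kept in the class, where their share was 8.90% of Scramble, proliferating cells, in the opposite direction to their main value, by −1.06 with the stricter filter and DCs by 4.22 with the looser one. Unnamed cells differed by −2.33 points with the looser filter and −0.142 at resolution 1.2. The effector-like difference was 17.3 points by each cell's highest subset score, 9.45 with CD8 cluster 5 kept in the subset, and it was higher in shTrp63 under all 9 alternatives.

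Without mitochondrial and ribosomal protein genes in the total, the median in CD8+ T cells was −0.0612 for T cell activation and early response. The median in macrophages was 0.32 for MHC class I presentation and 0.47 for ribosomal proteins under the same setting. With the mean of the cells' own CPM, the median in CD8+ T cells was 0.17 for checkpoint and exhaustion, −0.34 for MHC class II, −0.15 for lipid-associated and phagocytic macrophage, 0.30 for monocyte and −0.34 for ribosomal proteins. The median in macrophages was −0.76 for checkpoint and exhaustion, 0.66 for IFNγ response, −1.48 for inflammatory myeloid, −0.78 for alternatively activated and tissue macrophage, 0.65 for cell cycle, 0.64 for ribosomal proteins and −0.56 for NK cell, with the sign opposite at 0.16 for lipid-associated and phagocytic macrophage under the same setting. The sign in the DC cluster was opposite at −0.0899 for naive and memory, −0.36 for type I IFN response, −0.73 for lipid-associated and phagocytic macrophage, −0.0671 for hypoxia and glycolysis and −1.15 for NK cell under the same setting. With each cell thinned to 2000 UMIs, the median in CD8+ T cells was 0.30 for checkpoint and exhaustion, −0.23 for naive and memory, −0.39 for MHC class II, −0.16 for lipid-associated and phagocytic macrophage and −0.32 for ribosomal proteins, with the sign opposite at 0.20 for T cell activation and early response and 0.23 for alternatively activated and tissue macrophage. The median in macrophages was −0.21 for checkpoint and exhaustion, 0.41 for IFNγ response, 0.38 for type I IFN response, −0.86 for inflammatory myeloid, −0.54 for lipid-associated and phagocytic macrophage and 0.65 for ribosomal proteins under the same setting. The sign in NK and NKT-like cells was opposite at 0.29 for checkpoint and exhaustion under the same setting. The sign in CD4+ T cells was opposite at −0.0786 for type I IFN response under the same setting. The sign in the DC cluster was opposite at −0.36 for naive and memory and −0.13 for lipid-associated and phagocytic macrophage under the same setting. With genes of at least 5 UMIs, the median in CD8+ T cells was −0.42 for MHC class II and 0.15 for monocyte. The sign in CD4+ T cells was opposite at −0.60 for inflammatory myeloid under the same setting. Among gated cells, the median in CD8+ T cells was −1.40 for MHC class II, 0.42 for type I IFN response, −3.11 for alternatively activated and tissue macrophage, −1.66 for lipid-associated and phagocytic macrophage, 0.16 for dissociation stress and −0.16 for ribosomal proteins, with the sign opposite at 0.21 for cytotoxicity, 0.13 for tissue residency and −0.14 for monocyte. Without the MHC II cluster, the median in CD8+ T cells was −0.31 for MHC class II, 0.88 for type I IFN response and −0.19 for lipid-associated and phagocytic macrophage. Among droplets with a Malat1 UMI, the median in macrophages was −0.54 for inflammatory myeloid, −0.53 for lipid-associated and phagocytic macrophage and 0.33 for ribosomal proteins. In cluster 2 alone, the median in macrophages was −1.31 for checkpoint and exhaustion, 0.79 for type I IFN response, −1.92 for inflammatory myeloid, −1.24 for alternatively activated and tissue macrophage, −1.52 for lipid-associated and phagocytic macrophage, 0.72 for cell cycle and 0.57 for ribosomal proteins, with the sign opposite at −0.0928 for MHC class I presentation and −0.40 for IFNγ response. In cluster 3 alone, the median in macrophages was 0.0871 for the paper's ISGs, 0.0554 for MHC class I presentation, −0.35 for inflammatory myeloid, −0.92 for alternatively activated and tissue macrophage, −0.61 for lipid-associated and phagocytic macrophage and 0.24 for ribosomal proteins, with the sign opposite at −0.87 for cell cycle. In cluster 5 alone, the median in macrophages was 0.39 for the paper's ISGs, −1.02 for checkpoint and exhaustion, 0.55 for MHC class I presentation, 0.72 for IFNγ response, −0.83 for inflammatory myeloid, −0.0963 for alternatively activated and tissue macrophage, −0.00253 for lipid-associated and phagocytic macrophage, 0.49 for ribosomal proteins and −0.14 for NK cell. With edgeR TMM factors, the median in macrophages was 0.37 for ribosomal proteins.

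Main tallies of list members past the size rule were 48 higher and 44 lower in CD8+ T cells, 47 higher and 63 lower in macrophages, 31 higher and 56 lower in NK and NKT-like cells, 51 higher and 38 lower in CD4+ T cells and 86 higher and 42 lower in the DC cluster. They moved by over 1.5 times as follows: at a ratio of at least 2 there were 18 higher and 16 lower in CD8+ T cells, 19 higher and 28 lower in macrophages, 11 higher and 28 lower in NK and NKT-like cells, 25 higher and 17 lower in CD4+ T cells and 24 lower in the DC cluster; after thinning to 2000 UMIs there were 19 lower in CD8+ T cells, 23 higher in CD4+ T cells and 22 higher and 24 lower in the DC cluster; among gated cells there were 110 lower in CD8+ T cells; by the mean of the cells' own CPM there were 94 higher and 105 lower in macrophages and 80 lower in the DC cluster; in cluster 2 alone there were 110 lower in macrophages; with genes of at least 5 UMIs there were 58 lower in CD4+ T cells. A ratio of at least 2 lowers a tally by its construction.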

Differences from the paper's values

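The restriction to droplets with a Malat1 UMI was chosen after the data were seen.

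No share with a value in the paper or its source data was over 1.5 times, or under the inverse of, the value obtained here at the main settings. Macrophage clusters were set beside those of the paper by their numbers of cells, so for them this is no independent comparison: by markers, Ccl7 and Mrc1 (Macrophage 2) were highest in cluster 5, Plac8 and Chil3 (Macrophage 3) in cluster 3, and of Ms4a7, Apoe and Lyz2 (Macrophage 1) only Ms4a7 in cluster 2. Of the alternatives set before the data were examined, the following gave shares that differ from the paper's, in brackets, by more than 1.5 times. CD8+ T cells made up 12.8% by the gate after thinning to 800 UMIs in Scramble (the paper's 20.8%); 25.8% by the gate after thinning to 800 UMIs in shTrp63 (the paper's 44.2%). CD4+ T cells made up 2.84% by the gate in shTrp63 (the paper's 6.72%). IL-17 T cells made up 1.99% by the gate in Scramble (the paper's 0.937%). Neutrophils made up 8.90% of Scramble and 1.61% of shTrp63 cells without integration and at resolution 0.3. These were set beside the paper's Neutrophil 1 alone (4.33% and 1.04%). The paper's Neutrophil 2 held a further 4.57% and 0.568%, so by share this is no departure from its 2 neutrophil populations taken together. Cluster 11, with the same numbers of cells as Neutrophil 2, had a Ccr3 UMI in 66.7% and an S100a8 UMI in 15.4% of Scramble cells. The sum is therefore not a value for neutrophils alone. DCs made up 1.64% with the looser filter, 4.80% at resolution 1.2 and 1.17% with 20 principal components in Scramble (the paper's 2.81%); 2.08% by the gate and 5.86% with the looser filter in shTrp63 (the paper's 3.88%). Exhausted-like cells, over CD8+ T cells, made up 10.1% at resolution 0.3 in Scramble (the paper's 36.5%); 12.0% at resolution 0.3 and 24.2% at resolution 0.9 in shTrp63 (the paper's 37.0%). Effector-like cells, over CD8+ T cells, made up 16.2% by each cell's highest subset score and 24.6% clustered without the listed genes in Scramble (the paper's 37.1%). Naive-like cells, over CD8+ T cells, made up 31.3% by each cell's highest subset score, 22.3% without integration and 20.7% clustered without the listed genes in Scramble (the paper's 13.5%); 20.2% by each cell's highest subset score, 17.6% without integration and 17.4% clustered without the listed genes in shTrp63 (the paper's 7.07%). The MHC II cluster, set beside the paper's remaining group over CD8+ T cells, made up 25.7% by each cell's highest subset score and 49.2% at resolution 0.3 in Scramble (the paper's 12.9%); 17.0% by each cell's highest subset score and 43.3% at resolution 0.3 in shTrp63 (the paper's 8.14%). The other such values set beside the paper's lay within 1.5 times.

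The subset shares are over different populations. The paper's source data put all of the paper's 178 Scramble and 467 shTrp63 CD8+ T cells into 4 groups: exhausted, 36.5% and 37.0%; effector, 37.1% and 47.8%; naive, 13.5% and 7.07%; and the remaining group, 12.9% and 8.14%. Here the denominators were 179 and 466 cells, of which 8.38% and 12.9% stayed unnamed. The clusters and their names were rebuilt from markers, and a difference can come from that.

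The paper describes NK cells as expanded in shTrp63. Cluster 7, the cluster with NK markers, was not larger there, at a difference of −0.0613 points, and the paper's source data give 49 and 60 cells, 5.74% and 5.68% of the paper's totals. Among droplets with a Malat1 UMI, a restriction chosen after the values were seen, the difference was 0.536 [−1.90 to 2.92] points. The other populations that the paper lists as larger or smaller had differences of the same sign here at the main settings, with intervals that include 0 for CD4+ T cells and DCs. As shares add to a fixed whole, a larger share of any class lowers the others and a smaller one raises them. Smaller shares therefore need not mean losses of those cells, and the larger CD8+ T cell share need not mean more CD8+ T cells.

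The paper describes effector and exhausted CD8+ T cells as high in the IFN signature genes Isg15, Isg20 and Ifit1. With CD8 cluster 5 kept out of the subsets after its leading genes were seen, in each library 1 of these 3 genes was higher in effector-like than in naive-like cells, Isg20, and 2 were higher in exhausted-like than in naive-like cells, Isg15 and Isg20. Against the MHC II cluster, the numbers were 1 of 3 and 0 of 3 in Scramble and 1 of 3 and 2 of 3 in shTrp63. With that cluster of 17 cells kept as effector-like, as the naming rule gave, an alternative chosen after the values were seen, 3 of 3 in Scramble and 3 of 3 in shTrp63 were higher in effector-like than in naive-like cells, 1 in each library with intervals apart, and 2 of 3 and 2 of 3 were higher than in the MHC II cluster; the paper names 4 subsets and no unnamed cells. The activation genes of the same sentence were higher than in naive-like cells for 7 of 7 genes in effector-like and 7 of 7 in exhausted-like cells of Scramble, and for 6 of 7 and 6 of 7 in shTrp63, where the first was 7 of 7 with CD8 cluster 5. Of the 5 genes that the paper describes as higher in effector than in exhausted cells, 5 of 5 were higher over both libraries, 5 of 5 in shTrp63 and 4 of 5 in Scramble, where Ccl4 had 946 [869.8–1028] CPM in effector-like and 1096 [1024–1171] CPM in exhausted-like cells.

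The paper describes naive CD8+ T cells as without cytotoxic features. In Scramble, all 3 cytotoxic genes had lower CPM in naive-like than in effector-like and exhausted-like cells. In shTrp63, naive-like cells had the highest Gzma of the 3 subsets, 718 [623–823] CPM against 504 [471–538] in effector-like and 599.8 [564–638] in exhausted-like cells, and Gzmb, at 245 [191–309.7] CPM in naive-like, 232 [210.0–255] in effector-like and 346 [318–374] in exhausted-like cells, was lower than in exhausted-like cells, with intervals that overlap against effector-like cells. Prf1 was lower in naive-like cells than in both, at 70.0 [42.8–108] CPM against 133 [116–151] and 108 [92.7–124], the latter with an interval that overlaps.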

Other observations

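The tests on droplets with a Malat1 UMI and on the MHC II cluster of CD8+ T cells were chosen after the clusters were seen.

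In NK and NKT-like cells (122 Scramble and 115 shTrp63 cells), the ISGs of Fig. 1C and the IFNγ response list were lower in shTrp63. Cluster 6, led by Trdc, Xcl1 and Klra1 and with Tcrg-C4 among its leading genes, held 73 of the Scramble and 55 of the shTrp63 cells, and cluster 7, with Gzma at 6789.6 CPM against 626 CPM in cluster 6, held 49 and 60. The mouse counterparts of the ISGs of Fig. 1C had 2 of 18 higher and 6 lower, with a median log2 ratio of −0.43 [−0.57 to −0.30] at percentile 0.01. Cd74 had a ratio of 0.543 [0.464–0.633], Ly6e of 0.660 and Irf1, a transcription factor of the IFN response, of 1.57 [1.33–1.86]. The macrophage gene C1qb had a UMI in 23.0% of Scramble and 13.0% of shTrp63 cells of this class, and H2-Ab1 in 34.4% and 23.5%. RNA of macrophages in these droplets is therefore not excluded for the Cd74, MHC class II, monocyte and macrophage values. The IFNγ response list had 2 of 22 higher and 6 lower (median −0.30 [−0.46 to −0.09], percentile 0.07), with Ly6a at 0.406 and Cd274 at 0.521. In clusters 6 and 7 alone, chosen after the data were seen, the medians were −0.55 and −0.26 for the ISGs and −0.17 and −0.27 for the IFNγ response. The type I IFN response list lay inside the random lists, at −0.12 [−0.44 to 0.14]. Medians were −0.30 (percentile 0.01) for MHC class I presentation, −0.46 (percentile 0.605) for MHC class II, −0.35 (percentile 0.07) for checkpoint and exhaustion, which turned to 0.29 with each cell thinned to 2000 UMIs, −0.62 (percentile 0.02) for tissue residency, −0.21 (percentile 0.49) for hypoxia and glycolysis, −0.49 (percentile 0.09) for monocyte, −0.51 (percentile 1.32) for alternatively activated macrophage and −0.29 (percentile 1.17) for ribosomal protein genes. Dissociation stress genes were the 1 list above the random lists, with 6 of 17 higher and 0 lower and a median of 0.45 [0.26 to 0.58]. Hspa1b had a ratio of 2.38, with 93.9% of its Scramble and 92.9% of its shTrp63 UMIs in 10 cells of each library. The other 9 lists lay inside. Xcl1, a chemokine gene of NK cells, had 864 CPM in Scramble and 352 CPM in shTrp63, Ccl3 had a ratio of 2.18 [1.71–2.78] and Gzma, at 2736 CPM in Scramble and 3509 CPM in shTrp63, a ratio of 1.28 [1.23–1.34]; the Xcl1, Gzma and Tcrg-C4 values run with the shift from cluster 6 to cluster 7. The 5 highest ratios were those of Maml3 (5.20), Sema6a (3.81), Fam184a (3.42), Large1 (3.41) and Hes1 (3.12), and the 5 lowest those of Tcrg-C4 (0.168), Ramp1 (0.242), Mef2c (0.274), S100a6 (0.358) and Nt5e (0.368). In CD4+ T cells (73 and 71 cells), cytotoxicity genes had 7 of 16 higher and 2 lower (median 0.33 [0.16 to 0.60], percentile 99.8). Ifng had 75.9 CPM in Scramble and 196 CPM in shTrp63, and 10 cells of each library held 82.1% and 84.4% of these UMIs. In their cluster 4 a Cd8a UMI was found in 28.8% of Scramble and 43.7% of shTrp63 cells (median depths 10682 and 10492 UMIs), against 6.38% and 2.78% of the macrophages of cluster 5 (median depths 14314 and 12519 UMIs), a Cd4 UMI in 64.4% and 49.3% and a Foxp3 UMI in 49.3% and 31.0% of cells, so a different makeup of the class is not excluded. Cxcl10, a T cell attracting chemokine induced by IFNγ, had 25.3 CPM in Scramble and 114 CPM in shTrp63, and Ccl5 a ratio of 0.478. The median was 0.30 (percentile 98.8) for naive and memory genes, −0.98 (percentile 0.015) for MHC class II over 5 measured genes, −0.21 (percentile 2.00) for the IFNγ response, −0.58 (percentile 0.04) for monocyte and −0.21 (percentile 1.81) for hypoxia and glycolysis genes, and 11 of 20 lists lay inside. In these cells H2-Ab1 had a UMI in 47.9% of Scramble and 21.1% of shTrp63 cells, and the macrophage genes C1qb in 26.0% and 15.5% and Lyz2 in 37.0% and 19.7%. RNA of macrophages in these droplets is therefore not excluded for the MHC class II and monocyte values. The 5 highest ratios were those of Cd200 (7.51 [4.47–13.4]), Slc15a2 (5.70), Ccdc138 (5.24), Cxcl10 (4.49) and Ercc6l2 (4.04), and the lowest those of Itga2 (0.139), Plin2 (0.144), Pparg (0.198), Cnnm2 (0.199) and Pard3 (0.211).

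Within CD8+ T cells, hypoxia and glycolysis genes had 0 of 19 higher and 3 lower (median −0.25 [−0.39 to −0.12], percentile 0.005), alternatively activated and tissue macrophage genes 1 of 11 higher and 7 lower (median −0.95 [−1.27 to −0.47], which turned to 0.23 with each cell thinned to 2000 UMIs), monocyte genes 2 of 6 higher and 0 lower (median 0.48 [0.37 to 0.58], percentile 99.9, turned to −0.14 in cells taken by the gate) and ribosomal protein genes 0 of 18 higher and 1 lower (median −0.23 [−0.28 to −0.21], percentile 1.47). Inside the random lists were MHC class I presentation at 0.03 [−0.05 to 0.11], T cell recruiting chemokines at −0.06 [−0.34 to 0.21], inflammatory myeloid at −0.01 [−0.48 to 0.30], cell cycle at 0.07 [−0.16 to 0.20] and NK cell genes at 0.14 [−0.12 to 0.42]. Within macrophages and monocytes, cell cycle genes had 5 of 20 higher and 1 lower (median 0.26 [0.10 to 0.42], percentile 97.7), and the median turned to −0.87 in cluster 3 alone. The medians inside the random lists were −0.05 for cytotoxicity, −0.15 for activation, −0.21 for naive and memory, −0.06 for tissue residency, −0.06 for MHC class II, 0.16 for chemokine, 0.18 for monocyte, −0.16 for hypoxia and 0.08 for dissociation stress genes. In the DC cluster, 9 lists lay above and 3 below the random lists, the highest being MHC class II (7 of 7 higher and 0 lower, median 1.25 [0.95 to 1.49]), T cell recruiting chemokines (median 1.22 [1.01 to 1.42]) and the IFNγ response (15 of 19 higher and 1 lower, median 1.21 [0.83 to 1.59]). The other lists above were naive and memory at 1.18, type I IFN response at 1.04, NK cell at 0.62, ISGs of Fig. 1C at 0.53, lipid-associated macrophage at 0.49 and hypoxia at 0.49; those below were monocyte at −1.32, dissociation stress at −0.83 and activation at −0.77. By the mean of the cells' own CPM, 5 of the 9 lists above turned direction: naive and memory (−0.0899), type I IFN response (−0.36), lipid-associated macrophage (−0.73), hypoxia (−0.0671) and NK cell (−1.15); naive and memory (−0.36) and lipid-associated macrophage (−0.13) also did with each cell thinned to 2000 UMIs. Its highest ratios were those of Il1rn (27.9 [8.73–142]), Plvap (24.7), Pik3ap1 (19.2), Ccl17 (18.3) and Hcls1 (13.1). Its lowest were Cxcl1, with 1 shTrp63 UMI (0.00226 [5.71e-05–0.0126]), Mfap5 (0.0116 [0.00239–0.0341]), Ccl2 (0.0207), Ptx3 (0.0245) and Smpd3 (0.0248 [0.00298–0.0907]). Its Scramble cells also carried the fibroblast collagen RNA and the depth gap given with the clusters, so these values compare cells of different makeup.

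Droplets without a Malat1 UMI were more frequent in the shTrp63 library. The CD8+ T cell difference was 30.1 points [25.6 to 34.5] among droplets with such a UMI and 23.1 over all cells. This widening was fixed by the counts and is no test that the difference could have failed. In each library at least 99.1% of the cells of clusters 0 and 1 had a Malat1 UMI. Droplets without one, 16.7% of shTrp63 and 8.67% of Scramble cells, therefore only enlarged the denominator, more so in shTrp63. They made the difference smaller and do not account for it. The larger share of cluster 2 in shTrp63, 5.41 points over all cells, was −0.172 points [−2.42 to 2.02] among droplets with a Malat1 UMI, which is consistent with a contribution of droplets without nuclear RNA. Whether these are damaged macrophages or debris, and whether the knockdown or the handling set their number, stays open and was not tested.

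The MHC II cluster of CD8+ T cells carried macrophage genes beside MHC class II genes. Droplets with a T cell and a whole macrophage of cluster 3 or 5 would hold at least 1.5 times the UMIs of the other CD8+ T cells. The cluster's medians were 0.932 times in Scramble and 1.02 times in shTrp63 (resampling intervals 0.659 to 1.18 and 0.529 to 1.13). This argues against such pairs as the larger part of the cluster only. A minority of pairs would not move a median and stays open. Among all CD8+ T cells, 10 cells held 66.4% of the H2-Ab1 and 60.5% of the C1qb UMIs in Scramble, and 41.8% and 49.0% in shTrp63. A whole macrophage of the shallow cluster 2 would give only 1.23 times in Scramble and 1.15 times in shTrp63, each just above the interval of its library. Both lie under the bound of 1.5 set for this comparison, so it could not decide on such pairs, which stay open. Over all macrophages the test stays open: other macrophage genes were raised by a median of 10.8% of the macrophage level (7.45% to 18.4% over other gene filters) and MHC class II genes by 19.9%. Set against cluster 2 alone, the values were 9.22% (9.19% to 11.0%) and 13.8%, which is consistent with RNA of cluster 2 macrophages in these droplets. MHC class II RNA made by the T cells themselves is not excluded, and no biological explanation was tested.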
